# Acute deletion of TET enzymes results in aneuploidy in mouse embryonic stem cells through decreased expression of *Khdc3*

**DOI:** 10.1038/s41467-022-33742-7

**Published:** 2022-10-20

**Authors:** Romain O. Georges, Hugo Sepulveda, J. Carlos Angel, Eric Johnson, Susan Palomino, Roberta B. Nowak, Arshad Desai, Isaac F. López-Moyado, Anjana Rao

**Keywords:** Chromosome segregation, DNA methylation

## Abstract

TET (Ten-Eleven Translocation) dioxygenases effect DNA demethylation through successive oxidation of the methyl group of 5-methylcytosine (5mC) in DNA. In humans and in mouse models, TET loss-of-function has been linked to DNA damage, genome instability and oncogenesis. Here we show that acute deletion of all three *Tet* genes, after brief exposure of triple-floxed, Cre-ERT2-expressing mouse embryonic stem cells (mESC) to 4-hydroxytamoxifen, results in chromosome mis-segregation and aneuploidy; moreover, embryos lacking all three TET proteins showed striking variation in blastomere numbers and nuclear morphology at the 8-cell stage. Transcriptional profiling revealed that mRNA encoding a KH-domain protein, *Khdc3* (*Filia*), was downregulated in triple TET-deficient mESC, concomitantly with increased methylation of CpG dinucleotides in the vicinity of the *Khdc3* gene. Restoring KHDC3 levels in triple Tet-deficient mESC prevented aneuploidy. Thus, TET proteins regulate *Khdc3* gene expression, and TET deficiency results in mitotic infidelity and genome instability in mESC at least partly through decreased expression of KHDC3.

## Abstract (web summary)

Inducible disruption of TET dioxygenases in mouse embryonic stem cells results in chromosome mis-segregation and aneuploidies, due to Khdc3 downregulation suggesting a role for TET enzymes and DNA methylation patterns in maintaining genome stability.

## Introduction

The three members of the Ten-Eleven Translocation (TET) enzyme family (TET1, TET2, and TET3) share a highly conserved C-terminal catalytic domain through which they alter the DNA cytosine modification status of the genome. TET enzymes are Fe(II)- and 2-oxoglutarate-dependent dioxygenases that sequentially oxidize the methyl group of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) in DNA^1–4^. All three oxidized methylcytosines are intermediates in DNA demethylation^1,5–7^. DNA methylation and hydroxymethylation are known to influence many biological processes, such as embryonic development, cell differentiation, cell reprogramming, epigenetic regulation, stem cell function, and oncogenesis^8–13^.

In humans, *TET2* loss-of-function mutations are frequent in clonal hematopoiesis (a premalignant syndrome)^13–15^ and a variety of haematopoietic malignancies, including diffuse large B cell lymphoma (DLBCL)^16–18^, peripheral T cell lymphoma (PTCL) and angioimmunoblastic T cell lymphoma (AITL)^19–23^, and myeloid malignancies including myelodysplastic syndrome (MDS), myeloproliferative neoplasms (MPN), chronic myelomonocytic leukemia (CMML) and acute myeloid leukemia (AML)^24–30^. These conditions are most frequent in older individuals. Similarly, in mouse models, germline deletion of the *Tet1* or *Tet2* genes is associated with B cell and myeloid malignancies respectively, and in each case develops with very long latency^31–34^. TET gene mutations are less frequent in non-hematopoietic malignancies, but hypoxia, deregulation of TET mRNA/protein levels, and a variety of metabolic derangements that downregulate TET catalytic activity can induce profound TET loss-of-function and have been associated with a broad array of both blood and solid cancers^28–30^.

Mutations in two or more TET proteins are rarely observed in humans. However, mice engineered to lack two or more TET proteins succumb to cancer considerably more rapidly than mice deficient in a single TET protein, allowing us to investigate the underlying mechanisms in well-controlled systems in vivo. Whereas mice deficient in *Tet1* or *Tet3* alone can survive past birth and mice deficient in *Tet2* alone are viable and fertile, mice doubly deficient in more than one TET protein show diverse and, in some cases, poorly penetrant phenotypes of embryonic lethality^35–37^. Similarly, whereas mice deficient in *Tet2* alone develop myeloid and occasionally lymphoid malignancies with long latency, succumbing by ~400 days^32–34^, mice with double deficiency of *Tet2* and *Tet3* in T, B, and myeloid cells develop aggressive cancers. Specifically, double deficiency of *Tet2* and *Tet3* in T cells, induced developmentally with *CD4Cre*, results in rapid, antigen-driven development of a T cell lymphoma involving a normally minor “iNKT” cell subpopulation, that is 100% penetrant and fatal by 5-8 weeks after birth^38,39^. Likewise, double deficiency of *Tet2* and *Tet3*, induced in adult *Mx1Cre* or *CreERT2* mice by injection with polyI:polyC or tamoxifen, respectively, results in fully penetrant development of an aggressive, inducible myeloid leukemia that is fatal by 4-5 weeks^3^. Finally, double deficiency of *Tet2* and *Tet3*, induced in mature B cells with *CD19Cre*, results in a DLBCL-like germinal center B cell lymphoma that is fatal in all mice between 10 and 20 weeks^40^. In each case, the expanded TET-deficient cells show an increased incidence of DNA double-strand breaks (DSBs), as judged by γH2AX levels^3,38–40^; a similar increase in DNA DSBs has been noted in B cell lymphomas that develop in old TET1-deficient mice^8^. Moreover, malignant TET2/3-deficient myeloid cells show a marked delay in the resolution of γH2AX after X-irradiation^3^. Together, the data imply that TET function is necessary for efficient DNA damage repair and hence for genome stability.

Most studies of genome instability in TET-deficient cells have been performed on somatic cells or in stem cell models that have been maintained in culture for variable amounts of time^41,42^, enabling the development of compensatory mechanisms that could obscure pathways directly regulated by TET enzymes. In this study, we investigated the effects of acute, profound TET loss-of-function on chromosome segregation and stability in mouse embryonic stem cells (mESC). We find that acute induction of TET deficiency in mESC is swiftly followed by chromosome mis-segregation, which leads to an increase in the frequency of cells with aneuploid karyotypes. Through transcriptomic analysis of *Tet* triple-floxed (*Tet Tfl*) mESC in which *Tet1, Tet2,* and *Tet3* genes were acutely deleted by treatment with 4-hydroxytamoxifen (4-OHT), we identified three target genes, *Khdc3* (*Filia*) and to a lesser extent *Khdc2* (*Floped/Ooep*) and *Nrlp4f*, whose expression was downregulated in TET-deficient mESC. Triple TET deficiency resulted in increased DNA methylation in the vicinity of the *Khdc3* gene, and to a lesser extent the *Khdc2* gene, in mESC, and ectopic expression of KHDC3 in *Tet Tfl* mESC prevented the development of aneuploidy after *Tet* genes deletion. Our data imply that TET proteins, which have been tied to DNA damage responses in mESC as well as other cell types, prevent mitotic abnormalities and maintain chromosome stability in mESC at least partly by maintaining the proper expression of KHDC3.

## Results

### Generation of mouse embryonic stem cell lines for conditional deletion of TET enzymes

To assess the early effects of complete TET loss-of-function (LOF) on chromosome segregation, we generated isogenic inducible mouse embryonic stem cell (mESC) lines in which all three *Tet* genes (*Tet1*, *Tet2,* and *Tet3*) could be simultaneously deleted following activation of the tamoxifen-inducible Cre-ERT2 fusion protein (Fig. 1A). The mESC were derived from *Tet Tfl* (*Tet* triple floxed) *Tet1*^*fl/fl*^; *Tet2*^*fl/fl*^; *Tet3*^*fl/fl*^; *Cre-ERT2*; *Rosa26-H2B-LSL-Egfp* mice generated in-house; the *H2b-Egfp reporter* was included for cell tracing and chromosome segregation analysis; as controls, we used identical mESC lines derived from *Cre-ERT2; Rosa26-H2B-LSL-Egfp* mice that lacked the floxed *Tet* alleles (here referred to as control, *Ctrl*; for details, see *Methods*). Both *Ctrl* and *Tet Tfl* mESC were cultured in 2i media to maintain them in the ground state of pluripotency and minimize spontaneous differentiation before and after *Tet1/2/3* deletion.

**Fig. 1:**
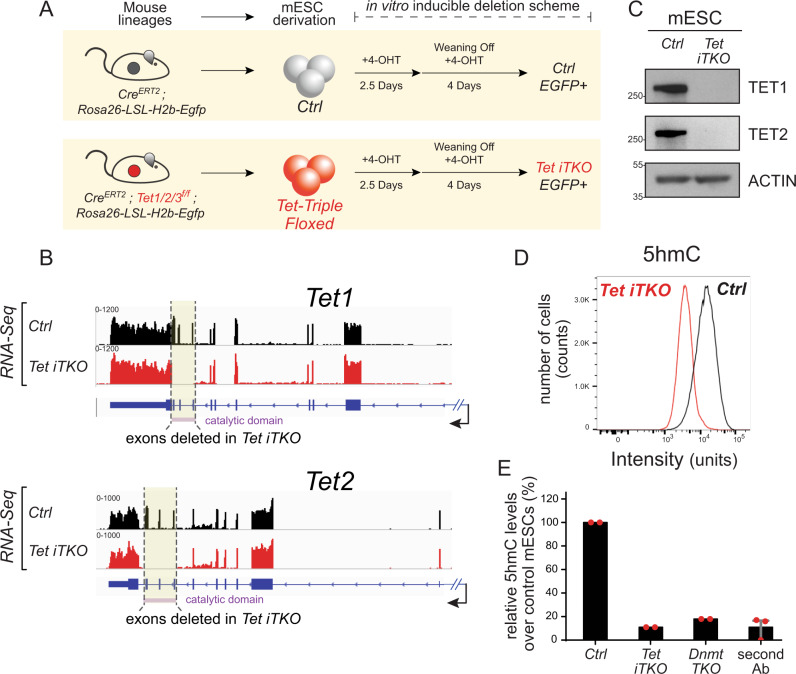
Generation of a tamoxifen-inducible *Tet1/2/3* triple-deletion system in mESC. **A** Mouse strains expressing the CreERT2 recombinase for inducible deletion were established in house and used to derive mESC populations that were grown under 2i conditions. Genotypes were Control (*Ctrl*): *CreERT2; Rosa26-LSL-H2b-Egfp*; *Tet triple floxed (Tet Tfl)*: *Tet1/2/3fl/fl*; *CreERT2; Rosa26-LSL-H2b-Egfp*. Acute deletion of all three *Tet* genes to yield *Tet1/2/3* inducible knockout (*Tet iTKO*) mESC, with concomitant expression of the H2B-eGFP reporter, was accomplished by culturing the cells for 2.5 days in 4-OHT, followed by 4-OHT removal and culture for an additional 4 days before analysis. **B** Genome browser views of *Tet1* and *Tet2* transcripts generated by RNA-Seq analysis of *Ctrl* (black tracks) and *Tet iTKO* (red tracks) mESC. Note that the deleted exons encode the TET catalytic domains (purple bar, *bottom*). **C** Loss of TET1 and TET2 protein expression confirmed by western blot on day 6.5 after exposure of *Ctrl* and *Tet iTKO* mESC to 4-OHT. ACTIN was used as a loading control. **D** Flow cytometric evaluation of 5hmC levels in *Ctrl* and *Tet iTKO* mESC. **E** Quantification of the loss of 5hmC in *Tet iTKO* mESC in duplicate experiments, relative to *Ctrl* and *Dnmt1, Dnmt3a, Dnmt3b triple knockout (Dnmt TKO)* mESC (*n* = 2). Signals detected from mESC stained using only the secondary antibody were also included as negative controls (*n* = 3). Bar graphs represent the mean +/− standard error. *Tet iTKO* mESC were gated on H2B-EGFP + /CD90.2-/SSEA1 + /CD326 + cells (see Methods and Supplementary Fig. 2).

We exposed the *Ctrl* and *Tet Tfl* mESC lines to 4-hydroxytamoxifen (4-OHT) for 2.5 days to induce translocation of the Cre-ERT2 fusion protein into the nucleus and drive recombination of the *loxP* sites flanking *Tet* exons and the LSL cassette [see *Methods*]. The resulting mESC lines—*Ctrl* and *Tet iTKO* (*iTKO*, inducible triple knockout) were then grown for 4 additional days in 2i media without 4-OHT to prevent secondary effects from 4-OHT and minimize the nuclear presence of Cre-ERT2 that might cause Cre-induced genomic instability. *LoxP* recombination occurred in over 90% of the mESCs, assessed at either 3.5 or 6.5 days post-4-OHT treatment as judged by expression of the H2B-EGFP reporter (Supplementary Fig. 1). 

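RNA from sorted *Ctrl* and *Tet iTKO* mouse embryonic stem cells at day 6.5, 3 lines of each, was sequenced, and the deposited values give normalized counts for whole genes, so that reads in the floxed exons cannot be set apart from reads elsewhere in the gene. Over the whole gene, *Tet1* (ENSMUSG00000047146.8) had 698 ± 17.1 (SD, n = 3) normalized counts in *Ctrl* and 812 ± 74.1 (SD, n = 3) in *Tet iTKO* mESC, a log2 fold change of 0.21 (standard error 0.08, adjusted p = 0.026 from limma with Benjamini-Hochberg adjustment). *Tet2* (ENSMUSG00000040943.7) had 216 ± 41.2 (SD, n = 3) normalized counts in *Ctrl* and 237 ± 28.7 (SD, n = 3) in *Tet iTKO* mESC, and this difference of 0.14 on the log2 scale was within the spread between lines (limma adjusted p = 0.43). The *Tet1* gene lies on chromosome 10 of GRCm38 from 62804570 to 62908996 and the *Tet2* gene on chromosome 3 of GRCm38 from 133463679 to 133545139 in the GENCODE M21 annotation. With a correction for GC content and transcript length that was chosen after seeing the data, the log2 fold changes were -0.02 for *Tet1* (limma adjusted p = 0.89) and -0.06 for *Tet2* (limma adjusted p = 0.8).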

Reporter expression in *Tet iTKO* mESCs was accompanied by deletion of the *Tet* floxed alleles: RNA-Seq showed no reads in the floxed exons of *Tet1* and *Tet2* at day 6.5 (Fig. 1B), a result confirmed by qRT-PCR. Corroborating previous studies, *Tet3* transcripts were present only at very low levels in *Ctrl* mESC (Supplementary Fig. 2A) but reads from the floxed *Tet3* exons were also lost after exposure to 4-OHT (Supplementary Fig. 2B). 

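The 3 *Ctrl* lines had 28, 13 and 13 normalized counts on *Tet3* (ENSMUSG00000034832.8, chromosome 6 of GRCm38 from 83362373 to 83459084), and the 3 *Tet iTKO* lines had 10, 3 and 3. The mean of 18 in *Ctrl* compares with 698 for *Tet1* and 216 for *Tet2* in the same lines, and the *Tet3* values of the *Ctrl* lines all lay below every *Tet2* value. Between groups the log2 fold change of *Tet3* over the whole gene was -1.67 (standard error 0.63, limma adjusted p = 0.035). At this depth the difference rests on few reads, and it ranged from -2.16 to -1.32 when each line was left out in turn, with an adjusted p under 0.05 in 2 of these 6 fits.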

TET1 and TET2 protein levels were undetectable following 4-OHT exposure (Fig. 1C and Supplementary Fig. 2C). Consistent with *Tet1/2/3* gene deletion, *Tet iTKO* mESC showed a rapid decrease of 5-hydroxymethylcytosine (5hmC) assessed by flow cytometry (Fig. 1D, E).

### Acute deletion of *Tet* genes in mESC results in increased chromosome mis-segregation

We previously documented a paradoxical decrease in heterochromatic DNA methylation in all TET-deficient cell types analyzed, including mESC^39^. Given that pericentromeric and centromeric regions reside in heterochromatin^43,44^, we asked whether acute TET loss-of-function affected chromosome segregation during mESC mitosis. Cre-mediated excision after 4-OHT treatment resulted in deletion of the *LSL* (*loxP*-STOP-*loxP*) cassette located between *H2b-Egfp* and the *Gt(ROSA)26Sor* promoter and consequent expression of the chromatin-associated H2B-EGFP fusion protein, allowing real-time live-cell imaging of segregating chromosomes during mESC mitosis over a 48-hour period between days 4 and 6 after exposure to 4-OHT. Even as early as 4 days after exposure to 4-OHT, we observed chromosome mis-segregation (lagging chromosomes, micronuclei) in *Tet iTKO* mESC at twice the rate observed in *Ctrl* mESC (Fig. 2A, B). These data suggested a direct or indirect role for TET enzymes in protecting accurate chromosome segregation in mESC, a process crucial for equal partitioning of the genome into daughter cells during mitosis.

**Fig. 2:**
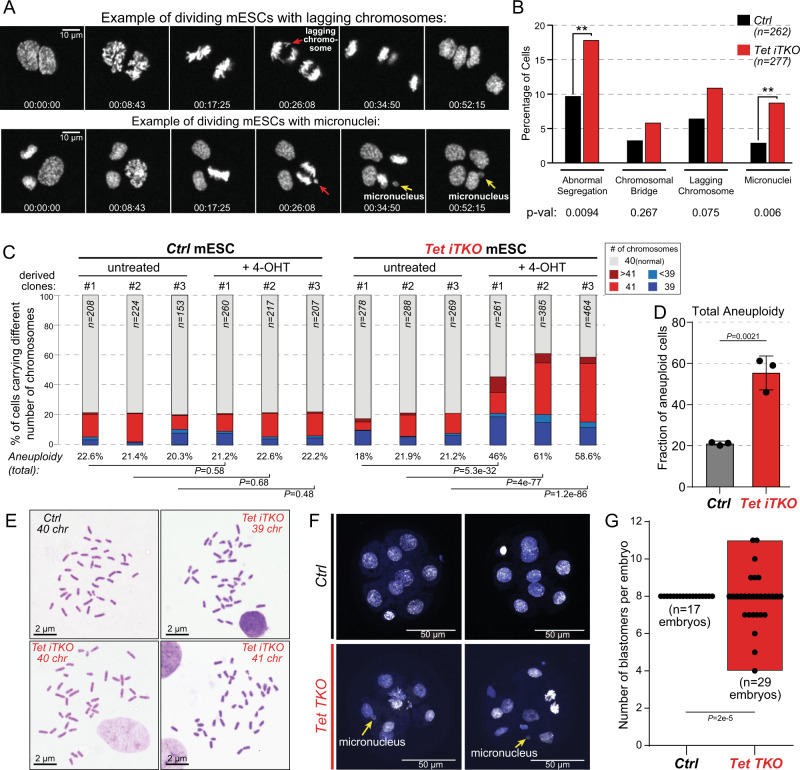
Appearance of aneuploidies and chromosome segregation defects in triple TET-deficient embryos and mESC. **A** Time-lapse microscopy of single cells progressing through mitosis. Top panel, image of a lagging chromosome (red arrow) during anaphase. *Bottom* panel, images of a lagging chromosome (red arrows) engendering micronuclei (yellow arrows) after completion of mitosis. Relative times are shown as time stamps at the bottom of each panel representing the time elapsed between each snapshot for two independent movies. **B** Quantification of chromosome mis-segregation data after acute *Tet1/2/3* gene deletion in mESC. Live-cell imaging was performed over 48 h (days 4–6 after addition of 4-OHT), and abnormal chromosome segregation and the presence of micronuclei were quantified. Cochran-Mantel-Haenszel test was performed to calculate *p*-values from two independent experiments (**p < 0.01). **C** Ploidy analysis calculated from metaphase spreads of *Ctrl* versus acutely-deleted *Tet iTKO* mESC, 6.5 days after exposure to 4-OHT). Percentages of euploid (gray, 40 chromosomes) and aneuploid mESC are represented as bar graphs showing hyperploid cells (>40 chromosomes) in shades of red and hypoploid cells (<39 chromosomes) in shades of blue. Chi-square test was performed, and the calculated *p*-values are included for each indicated comparison. **D** Bar graph summarizing the data from cells treated with 4-OHT in **C**. Bar graphs represent the mean +/− standard deviation. Statistical differences between the averages of aneuploidies observed in three *Ctrl* mESC (*Ctrl* mESC + 4-OHT) and three *Tet iTKO* mESC lines (*Tet iTKO* mESC + 4-OHT) were calculated using two-tail unpaired *t*-test. **E** Representative images of metaphase spreads from *Ctrl* and *Tet iTKO* mESC (*n* = 3). **F**, **G** Representative images (**F**) and quantification (**G**) of the number of blastomeres in *Ctrl* and *Tet TKO* E2.5 embryos obtained from time-mated *Tet1fl/fl; Tet2fl/fl; Tet3fl/fl* breeders for *Ctrl* embryos, or breeders harboring gametes deleted for all 3 TET enzymes for *Tet TKO* embryos (male breeder genotype: *Stra8-Cre; Tet1fl/fl; Tet2fl/fl; Tet3fl/fl* x female breeder genotype: *Zp3-Cre; Tet1fl/fl; Tet2fl/fl; Tet3fl/fl*. *Ctrl* E2.5 embryos (*n* = 17) showed precisely 8 cells in each embryo whereas 15 of 29 *Tet TKO* E2.5 embryos (*n* = 29) displayed abnormal numbers of blastomeres ranging from 4 to 11. Floating bars from *Ctrl* and *Tet TKO* embryos show the distribution of the number of blastomeres for each condition (using min and max numbers as limits). Statistical differences of the frequency of 8-cell stage embryos with an uneven number of blastomeres between *Ctrl* and *Tet TKO* E2.5 embryos were performed using Chi-square test.

### Acute deletion of *Tet* genes in mESC results in increased aneuploidy

Since chromosome segregation was clearly affected after acute disruption of all three *Tet* genes, we asked whether *Tet iTKO* mESC displayed an increase in aneuploid karyotypes, a hallmark of genome instability that usually impairs cell differentiation and increases neoplastic potential. Initial low-coverage whole-genome sequencing (WGS) experiments did not detect aneuploidy in bulk populations of *Ctrl* and *Tet iTKO* mESC after acute (6.5 day) exposure to 4-OHT (Supplementary Fig. 3), potentially because random gains and losses of chromosomes in individual cells were obscured in the bulk population, as expected for non-transformed cells^45–47^. We therefore asked whether analysis of single cells would uncover evidence of aneuploidy. Initial attempts at single-cell WGS^48^ were not successful, and we therefore turned to performing metaphase spreads on *Ctrl* and *Tet iTKO* mESC (Fig. 2C–E). Metaphase spreads prepared 6.5 days after exposure of *Ctrl* and *Tet iTKO* mESC to 4-OHT revealed a 2- to 3-fold increase in aneuploid karyotypes in three different lines of *Tet iTKO* mESC compared to *Ctrl* mESC (~46-61% versus ~20% aneuploid cells) (Fig. 2C, D). In *Tet triple-floxed* (*Tet Tfl*) mESC not treated with tamoxifen (“untreated” cells in Fig. 2C), the basal frequency of aneuploidy was ~21%. Together, these results confirmed that the chromosome mis-segregation observed at the single-cell level in *Tet iTKO* mESC (Fig. 2A, B) resulted in the rapid appearance of aneuploid karyotypes in individual TET-deficient cells.

There are at least two reasons why aneuploidy that is obvious at the single-cell level might not have been observed in the bulk population: either there is no selective advantage for particular chromosome gains or losses in the bulk population or cells with chromosome instability are eliminated due to impaired fitness. To distinguish these possibilities, we sorted single EGFP^+^ cells at day 6.5 after 4-OHT treatment and expanded them to obtain clonal populations of long-term deleted *Tet iTKO* mESC (> 80 cell divisions). These long-term deleted clonal populations of *Tet iTKO* mESC showed a similar high frequency of aneuploid karyotypes as the acutely (6.5 day) deleted *Tet iTKO* mESC (Supplementary Fig. 4), confirming that aneuploidy per se is not deleterious to mESC proliferation and survival.

To establish whether the chromosome mis-segregation defect caused by triple *Tet* gene deletion in cultured mESC also occurred in vivo, we performed immunofluorescence staining on early (8-cell stage) embryos (E2.5) in which all 3 TET enzymes were deleted by crossing male *Tet1/2/3* triple floxed (*Tet Tfl*) *Stra8-Cre* mice to female *Tet Tfl Zp3-Cre* mice (see Methods). Eight-cell *Tet TKO* embryos resulting from this breeding scheme had nuclei that were strikingly heterogeneous in morphology and size, with variable numbers of blastomeres, micronuclei, and blastomere fragmentation presumably reflecting chromosome mis-segregation that would lead to aneuploidy (Fig. 2F, G and Supplementary Fig. 5). The definition of aneuploidy—an abnormal number of chromosomes—encompasses both gains and losses of chromosomes. “8-cell stage” embryos with a reduced number of blastomeres could reflect apoptotic death of a subset of blastomeres or fragmented blastomeres, as observed in some embryos, whereas the presence of an increased number of unevenly sized blastomeres might result from a slight acceleration of the cell cycle in some *Tet* TKO cells or embryos, resulting in premature blastomere division and hence increased blastomere numbers. Indeed, the failure of triple TET-deficient embryos to develop beyond gastrulation^49,50^ may at least partially reflect the developmental arrest caused by chromosome mis-segregation during early embryogenesis, as early as the 8-cell stage.

### Acute TET loss-of-function in mESC alters the expression of regulators of chromosome segregation

To identify genes and pathways altered in TET-deficient cells that could affect chromosome segregation, we performed bulk poly(A^+^) RNA-Seq to analyze the transcriptome of *Tet iTKO* mESC 6.5 days after treatment with 4-OHT (Fig. 3A, B). 

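Transcriptomes were measured in 3 *Ctrl* and 3 *Tet iTKO* mESC lines, each derived from a different embryo. The cells had been cultured for 2.5 days in 1 µM 4-OHT, the drug that lets CreERT2 recombine the floxed alleles, and for 4 further days without it. At day 6.5 they were sorted for the H2B-EGFP reporter and against CD90.2, a marker of the feeder fibroblasts. Smart-Seq2, a protocol that copies full-length poly(A+) RNA into cDNA without keeping the strand or tagging molecules, was used for the libraries, which were sequenced as paired reads of 50 bases. The authors aligned the reads with STAR, keeping unique alignments, counted them per gene with HT-Seq, and divided the counts of each library by its DESeq2 size factor. The deposited values are these normalized counts rounded to whole numbers, for 22380 gene identifiers, of which 20775 could be paired with a gene symbol. Normalized counts summed to 4219201, 4210784 and 4219665 in *Ctrl* replicates 1, 2 and 3, and to 3964824, 3965712 and 3996522 in the *Tet iTKO* replicates. Because rounding skips or doubles single whole numbers at intervals set by the size factor, the number of reads on genes could be estimated for each library. It was 4.03 M, 4.02 M and 3.85 M for *Ctrl* and 3.66 M, 5.10 M and 4.28 M for *Tet iTKO* mESC, against 20 M read pairs per library stated in the paper for sequencing. Between 13431 and 13539 genes had a value above 0 in *Ctrl* libraries, and between 14024 and 14363 in *Tet iTKO* libraries. Within a group, the squared differences between replicates were 2.71 to 3.27 times the sampling noise, so no library was a copy of another.

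Since rounded normalized counts are not read counts, the groups were compared with limma (version 3.58.1) on log2(normalized count + 1), with Benjamini-Hochberg adjustment over the 10524 genes whose mean was at least 10. Fold changes are on this log2 scale, which understates the change of genes with few reads. No block for the replicate number was fitted, as lines with the same number come from different embryos. The log2 fold changes were related to the GC content and length of the transcripts, with Spearman coefficients across 10457 genes of 0.258 for GC content and 0.293 for length, although genes are not independent replicates. Values after a correction for both properties, in which the deviations of each library from the gene means were smoothed on them by loess and the smooth was subtracted, are given beside the others. With 3 lines against 3, an exact permutation test of a single gene cannot give a p below 0.1.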

Pluripotency markers such as *Pou5f1*, *Nanog*, *Essrb*, *c-Myc*, *Klf4*, *Prdm14*, and *Lin28* were expressed at comparable levels in *Ctrl* and *Tet iTKO* mESC (Supplementary Fig. 6A), suggesting that the ground state of pluripotency was not affected by acute *Tet1/2/3* gene deletion. This was confirmed by analyzing the protein levels of OCT4, which remained unaltered after acute *Tet1/2/3* gene deletion (Supplementary Fig. 6B). 

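Of these markers, *Pou5f1* and *Nanog* were lower and *Esrrb* and *Klf4* higher in *Tet iTKO* mESC with a limma adjusted p under 0.05, each by less than 1 on the log2 scale. *Pou5f1* (ENSMUSG00000024406.9) had 5489.7 ± 299 (SD, n = 3) normalized counts in *Ctrl* and 4489 ± 249 (SD, n = 3) in *Tet iTKO* mESC, a log2 fold change of -0.29 (limma adjusted p = 5.7e-06). *Nanog* fell from 1259.7 ± 79.0 (SD, n = 3) to 1022 ± 32.6 (SD, n = 3), a log2 fold change of -0.30 (limma adjusted p = 0.00038). *Esrrb* rose from 1252 ± 67.6 (SD, n = 3) to 1524 ± 33.8 (SD, n = 3), with a log2 fold change of 0.28 (limma adjusted p = 0.0003), and *Klf4* rose from 503 ± 37.0 (SD, n = 3) to 628 ± 51.5 (SD, n = 3), with a log2 fold change of 0.32 (limma adjusted p = 0.0032). The genes *Myc*, *Prdm14* and *Lin28a*, had log2 fold changes of 0.12, 0.11 and 0.03 (limma adjusted p = 0.41, 0.62 and 0.81), within the spread between lines. With quantile normalization the log2 fold change of *Pou5f1* was -0.08 (limma adjusted p = 0.2), and without the trend of variance on expression none of the markers passed, with a lowest adjusted p of 0.057 in limma. After the correction for GC content and transcript length, *Pou5f1* still differed (log2 fold change -0.19, limma adjusted p = 0.00068), whereas the adjusted p was 0.27 for *Nanog*, 0.5 for *Esrrb* and 0.064 for *Klf4*. Together with *Sox2*, *Klf5* and *Tcf3*, these markers make a list of 10 genes whose median log2 fold change was 0.10, and limma's camera test did not set the list apart from other genes (adjusted p = 0.74 over 6 lists).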

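*Otx2*, *Sall2* and *Krt18* had higher values in every *Tet iTKO* line than in any *Ctrl* line, a separation of 3 against 3 for which the exact two-sided permutation test gives its smallest p of 0.1. *Otx2* (ENSMUSG00000021848.9) rose from 28.3 ± 0.58 (SD, n = 3) to 51.7 ± 13.7 (SD, n = 3) normalized counts, a log2 fold change of 0.81 (limma adjusted p = 0.036). This call was lost in 5 of the 6 fits that each left out a line. *Sall2* (ENSMUSG00000049532.6) rose from 25.7 ± 9.02 (SD, n = 3) to 175 ± 11.0 (SD, n = 3), a log2 fold change of 2.77 (standard error 0.24, limma adjusted p = 1.9e-11). *Krt18* (ENSMUSG00000023043.6) rose from 15.7 ± 4.04 (SD, n = 3) to 82.3 ± 15.9 (SD, n = 3), with a log2 fold change of 2.33 (standard error 0.32, limma adjusted p = 2.9e-07). The genes *T*, *Runx3* and *Cebpa*, also marked in Fig. 3A, had few reads. *T* had 0, 12 and 1 normalized counts in the *Ctrl* lines and 24, 26 and 24 in the *Tet iTKO* lines. Its log2 fold change was 3.11 (standard error 0.73, limma adjusted p = 0.00097), and the call was lost without the trend of variance on expression (limma adjusted p = 0.061). *Runx3* had 2, 0 and 3 against 19, 18 and 5, and *Cebpa* had 0, 1 and 2 against 4, 21 and 10, so that both fell below the mean of 10 required for the test.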

A small proportion of primed pluripotency-specific and other genes (*Otx2*, *Sall2, Krt18*) showed increased expression in *Tet iTKO* mESC (Fig. 3A); the stable and persistent expression of pluripotency markers with co-expression of a small proportion of primed state-specific genes suggests that *Tet iTKO* mESC are for the most part in a metastable naïve state, with perhaps a minor proportion of *Tet iTKO* mESC progressing towards the primed state. 

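The *Zscan4* genes are near-identical copies, and since the authors kept unique alignments, reads that fit several copies are missing from their values. *Zscan4c* (ENSMUSG00000054272.4) had 1, 3 and 2 normalized counts in the *Ctrl* lines and 44, 33 and 27 in the *Tet iTKO* lines. The *Ctrl* values are at or below a floor of 3 counts, so that the mean in *Tet iTKO* was at least 11.6-fold higher (limma adjusted p = 1.1e-05). *Zscan4d* (ENSMUSG00000090714.1) rose from 9 ± 6.08 (SD, n = 3) to 60 ± 8.72 (SD, n = 3), a log2 fold change of 2.76 (standard error 0.42, limma adjusted p = 1.9e-06), and the lines did not overlap. *Zscan4e*, which Fig. 3A also marks, was not analysed here. Of a list of 19 genes expressed in 2-cell-like mESC that includes the *Zscan4* cluster, 10 were matched to identifiers. The 7 of these with enough reads for the test were all higher in *Tet iTKO* mESC, with a median log2 fold change of 3.45 (limma camera adjusted p = 8.9e-06 over 6 lists). With an inter-gene correlation estimated from the data, the adjusted p in limma's camera test was 0.046. All 7 are *Zscan4* or *Usp17l* genes, families of paralogs, and so are not independent. Of the matched genes with too few reads, *Tmem92* and *Usp17ld* were higher in every *Tet iTKO* line than in any *Ctrl* line, and *Zfp352* was not.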

As previously reported^51^, acute deletion of *Tet* genes was associated with increased expression of genes in the *Zscan4* cluster, as well as a small number of genes encoding chromatin remodeling factors (Fig. 3A, B).

**Fig. 3:**
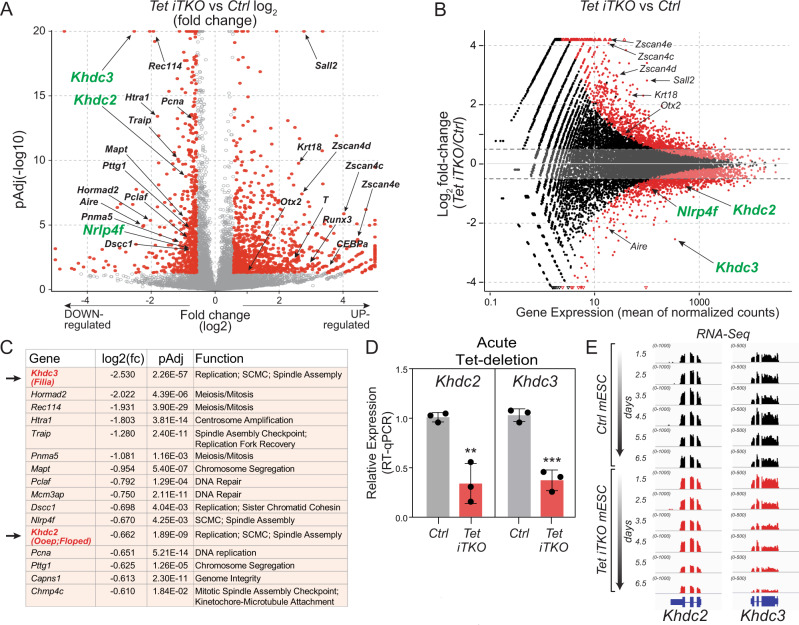
Acute *Tet1/2/3* depletion induces altered expression of many genes, including downregulation of mRNAs encoding the SCMC subunits KHDC2 and KHDC3. **A** Volcano plot of differentially expressed genes (DEGs) in acutely-deleted *Tet iTKO* relative to *Ctrl* mESC. The data are from Smart-Seq2 libraries prepared from sorted H2B-EGFP + /CD90.2-/SSEA1 + /CD326 + *Ctrl* or *Tet iTKO* mESC at day 6.5 post-4-OHT exposure. Each point represents an individual transcript. Red dots represent transcripts exhibiting log2 fold change (log2FC) of +/−1 and a pAdj value <0.05 (calculated by adjusting the p-value with the false discovery rate [FDR]). Arrows pinpoint key DEGs. *Khdc2* (*Ooep*), *Khdc3* (*Filia*) and *Nlrp4f* mRNAs, which are downregulated in *Tet iTKO* compared to *Ctrl* mESC and encode core (KHDC2) and more peripheral (KHDC3, NLRP4F) components of the subcortical maternal complex (SCMC), are highlighted. Data are from three independent experiments. **B** MA plot of the same RNA-Seq data, again pinpointing key DEGs and highlighting *Khdc2*, *Khdc3* and *Nlrp4f*. **C** List of downregulated genes whose products are components of, or function in, mitosis/ meiosis, chromosome segregation, DNA replication/ repair, or other aspects of genome integrity. *Khdc2* and *Khdc3* are highlighted. **D** qRT-PCR confirming downregulation of *Khdc2* and *Khdc3* mRNA in *Ctrl* and *Tet iTKO* mESC 6.5 days after 4-OHT exposure (*n* = 3). Bar graphs represent the mean +/− standard error. The *p*-value was calculated using two-tailed student’s *t*-test (**p  <  0.01; ***p  <  0.001). **E** Time course of downregulation of *Khdc2* and *Khdc3* mRNA in *Ctrl* and *Tet iTKO* mESC (data are from a single experiment).

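At these thresholds, 521 genes were higher and 137 were lower in *Tet iTKO* mESC among the 10524 genes tested with limma and Benjamini-Hochberg adjustment. Without the threshold on the fold change, 1731 genes were higher and 1934 lower at an adjusted p under 0.05, so that most of the lower genes fell by less than 1 on the log2 scale. By adjusted p alone, 1311 genes were higher and 1459 lower after the correction for GC content and transcript length. At the fold change of 0.5 that is drawn as dashed lines in Fig. 3B, the numbers were 1074 higher and 833 lower. Of the alternatives tried at the thresholds of the legend, a required mean of 50 normalized counts changed both numbers by the largest factor, to 129 higher and 56 lower genes out of 7819, and quantile normalization gave 353 higher and 253 lower genes. The share of higher genes among the calls at those thresholds was 79.2% with the authors' size factors and 58.3% when the log2 values were quantile-normalized. For 4642 of the genes tested, or 44.1%, the 3 *Ctrl* and the 3 *Tet iTKO* lines did not overlap, where 10% is what chance gives for 3 against 3. Among genes with a symbol, a mean of at least 50 normalized counts and no such overlap, the 5 largest rises were those of *Wdfy1*, *Sall2*, *Krt8*, *Ehbp1l1* and *Tbkbp1*, with log2 fold changes from 3.29 to 2.26. The 5 largest falls were those of *Rpl39l*, *Khdc3*, *Rec114*, *Klf15* and *Gpx2*, with log2 fold changes from -4.54 to -1.87. Of the 654 genes past both thresholds that have a known GC content and transcript length, 479 passed again in the same direction after correction for these properties.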

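All 16 genes listed in Fig. 3C were lower in *Tet iTKO* mESC with a limma adjusted p under 0.05, over all genes tested and over the list alone, although a list drawn from calls on the same data does not test their stability. In 15 of them every *Ctrl* line lay above every *Tet iTKO* line, and *Chmp4c* was the exception, with 186, 191 and 138 normalized counts in *Ctrl* against 145, 96 and 99. The log2 fold change was -1 or less for 6 of the genes and between -1 and 0 for the other 10, which therefore do not meet the fold threshold given for Fig. 3A. After *Khdc3*, the largest falls were those of *Hormad2* (-1.98, standard error 0.35), *Rec114* (-1.94, standard error 0.14) and *Htra1* (-1.78, standard error 0.19). *Traip* and *Pnma5* also fell by more than 1 on the log2 scale. The smallest fall was that of *Chmp4c*, with a log2 fold change of -0.61 (limma adjusted p = 0.005, the largest in the list). After correction for GC content and transcript length all 16 genes remained lower at an adjusted p under 0.05, and 8 had a log2 fold change of -1 or less. Gene Ontology terms were not analysed here. Lists of p53 target genes and of spindle checkpoint genes, with 17 genes tested in each, had median log2 fold changes of -0.01 and -0.12 (limma camera adjusted p = 0.93 and 0.41). Neither list stood apart from other genes, although 5 of the p53 target genes were higher and 4 lower at an adjusted p under 0.05. Of the spindle checkpoint genes, 5 were lower and 1 higher at that threshold, and 6 lower and 2 higher after the correction.

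**Figure D1:**
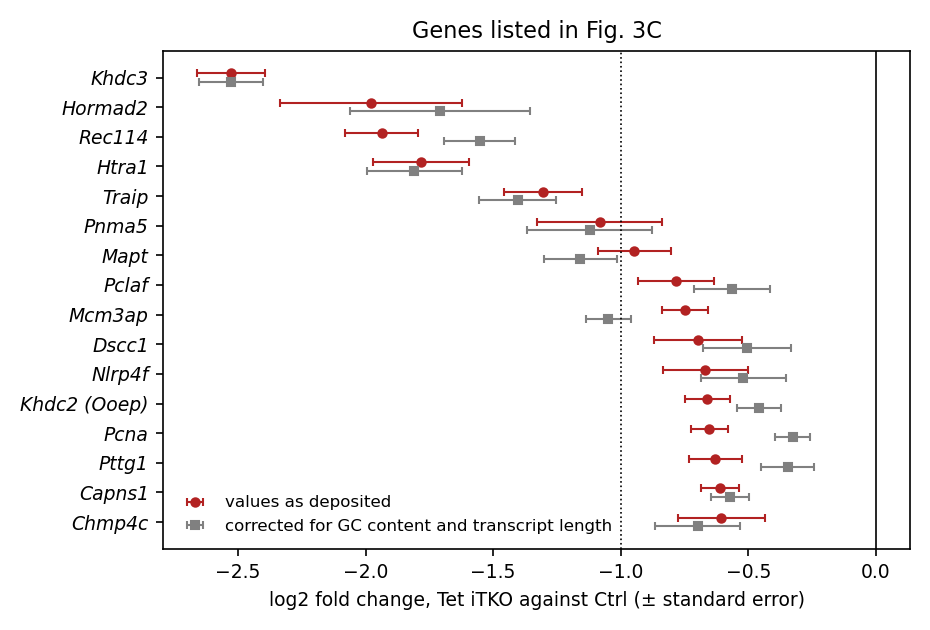
Log2 fold changes of the 16 genes listed in Fig. 3C between 3 *Tet iTKO* and 3 *Ctrl* lines, on the log2(normalized count + 1) scale, with bars for the standard error from limma. Red circles use the values as deposited and gray squares the values corrected for GC content and transcript length, the dotted line marks -1, and *Khdc3* lies lowest at -2.53 in both.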

GO analysis did not point to entire pathways or cellular processes—including genome stability, DNA repair, cell cycle, or apoptosis—that were upregulated in acutely-deleted *Tet iTKO* mESC; however, a significant subset of down-regulated genes encoded important regulators of mitosis, chromosome segregation, spindle assembly, replication, and/or DNA repair (Fig. 3C). Among these acutely-downregulated genes were *Khdc2*, *Khdc3*, *Nlrp4f* and *Aire* (Fig. 3A–C); of these, *Khdc3* showed the most striking downregulation. 

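*Khdc3* fell to 17.2% of its mean in *Ctrl* mESC, *Aire* to 20.9%, *Nlrp4f* to 62.8% and *Khdc2* to 63.1%. *Aire* (ENSMUSG00000000731.9) had few reads, with 43, 61 and 49 normalized counts in the *Ctrl* lines and 4, 11 and 17 in the *Tet iTKO* lines, a log2 fold change of -2.33 (standard error 0.43, limma adjusted p = 4.9e-05). The log2 ratio of *Khdc3* to *Aire* changed by -0.20 between the groups, which was within the spread between lines (exact two-sided permutation test on the ratio in each line, p = 0.7, n = 3). The log2 ratio of *Khdc3* to *Khdc2* fell by 1.87, and the ratios of the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 lines against 3 allow). Among all 10524 genes tested, *Khdc3* had the lowest adjusted p and a log2 fold change that was undercut by 5 genes. These 5 genes all had an adjusted p under 0.05, but only *Rpl39l* among them had a mean of at least 50 normalized counts.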

KHDC3 (FILIA, ECAT1) and NLRP4f are peripheral components of the subcortical maternal complex (SCMC), a large multiprotein complex present exclusively in mouse oocytes and pre-implantation embryos^52–56^; MATER (NLRP5), KHDC2 (OOEP, FLOPED) and TLE6 are core components of this complex^53^; and the autoimmune regulator AIRE has been reported to associate with mitotic spindle proteins and control spindle assembly in mESC^57^. We focused on KHDC2 and KHDC3 because they have been reported to form an SCMC-independent complex in mESC^58^, and because *Nlrp4f* was only slightly downregulated in acutely deleted *Tet iTKO* mESC (Fig. 3A, B).

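*Nlrp4f* (ENSMUSG00000032999.8, chromosome 13 of GRCm38 from 65177111 to 65205977) had 145 ± 2.65 (SD, n = 3) normalized counts in *Ctrl* and 91 ± 7 (SD, n = 3) in *Tet iTKO* mESC. Its log2 fold change of -0.67 (standard error 0.17, limma adjusted p = 0.0017) is set beside that of *Khdc2* in the ratio of both genes. The log2 ratio of *Nlrp4f* to *Khdc2* was -2.03 ± 0.09 (SD, n = 3) in *Ctrl* and -2.04 ± 0.10 (SD, n = 3) in *Tet iTKO* lines, and the groups overlapped (exact two-sided permutation test, p = 0.9). After correction for GC content and transcript length, the log2 fold change of *Nlrp4f* was -0.52 and that of *Khdc2* -0.46. Of the other genes of the subcortical maternal complex with enough reads for the test, *Tle6* and *Zbed3* had log2 fold changes of 0.21 and 0.27 (limma adjusted p = 0.29 and 0.23).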

*Khdc3* and *Khdc2* mRNAs were downregulated in *Tet iTKO* mESC by day 6.5 after 4-OHT addition (Fig. 3A–E). 

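*Khdc3* (ENSMUSG00000092622.1) lies on chromosome 9 of GRCm38 from 73101836 to 73104438 on the plus strand, and *Khdc2* (ENSMUSG00000032346.7, listed as *Ooep*) on chromosome 9 of GRCm38 from 78376109 to 78378725 on the minus strand, in the GENCODE M21 annotation. The 3 *Ctrl* lines had 481, 625 and 646 normalized counts on *Khdc3* and the 3 *Tet iTKO* lines had 83, 100 and 119, which gives means of 584 ± 89.8 (SD, n = 3) and 101 ± 18.0 (SD, n = 3). The log2 fold change was -2.53 (standard error 0.13, limma adjusted p = 6e-17). It ranged from -2.66 to -2.40 when each line was left out in turn, and the alternative that moved its adjusted p most, to 0.0053, was limma without the trend of variance on expression. For *Khdc2* the lines had 628, 556 and 604 normalized counts in *Ctrl* and 367, 387 and 375 in *Tet iTKO* mESC, with means of 596 ± 36.7 (SD, n = 3) and 376 ± 10.1 (SD, n = 3). Its log2 fold change was -0.66 (standard error 0.09, limma adjusted p = 1.5e-07), with a range of -0.71 to -0.62 when each line was left out. For both genes every *Tet iTKO* line lay below every *Ctrl* line (exact two-sided permutation test, p = 0.1, the smallest possible here). After the correction for GC content and transcript length the log2 fold change of *Khdc3* was -2.53 (limma adjusted p = 2.5e-18) and that of *Khdc2* was -0.46 (limma adjusted p = 7.8e-05). The annotated gene *Gm20509* overlaps *Khdc3* on the same strand and is listed at 0 in all 6 lines. The paper states that the mRNAs of both genes were downregulated by this day, and gives as reasons for its focus on them a reported complex of both proteins in mESC and the small change of *Nlrp4f*.

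**Figure D2:**
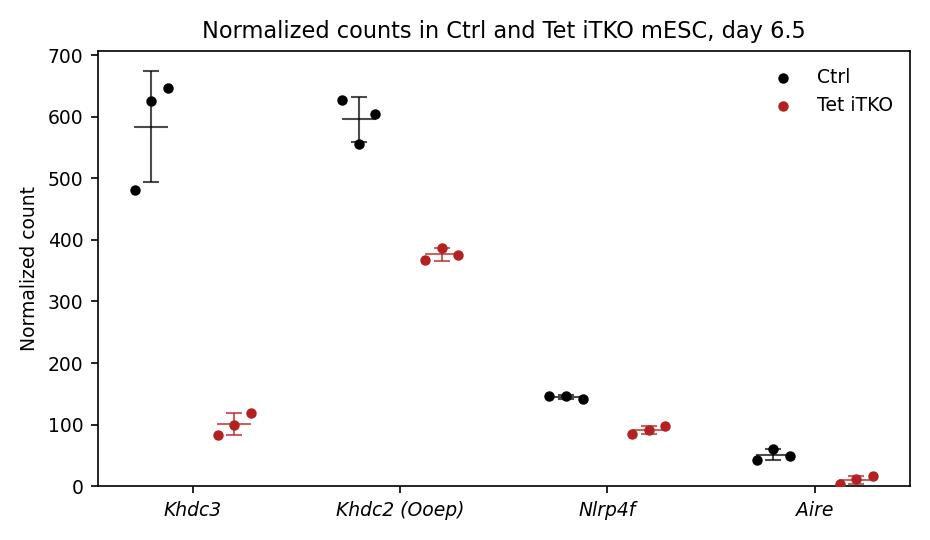
Normalized counts of *Khdc3*, *Khdc2* (*Ooep*), *Nlrp4f* and *Aire* in 3 *Ctrl* lines (black) and 3 *Tet iTKO* lines (red) at day 6.5. Points are lines, horizontal marks are means and vertical bars are the SD, and the *Tet iTKO* points of *Khdc3* lie between 83 and 119, below the *Ctrl* points at 481 to 646.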

Time course analysis of the *Tet iTKO* transcriptome showed that expression of both genes gradually decreased with time after *Tet* gene deletion, with *Khdc3* mRNA showing a clear decrease by day 3.5 whereas *Khdc2* mRNA showed a less striking decrease, apparent only by day 5.5 (Fig. 3E). We compared the results from our acute *Tet iTKO* mESC with those from four previously published constitutive *Tet TKO* mESC^51,59–61^; again, only *Khdc3*, not *Khdc2*, was consistently downregulated in these analyzed *Tet TKO* mESC (Supplementary Fig. 7A, B). To obtain insights into the defects noted in *Tet TKO* blastomeres (Fig. 2F, G), we analyzed *Khdc3* expression in *Tet1/3 DKO*^35^ and *Tet TKO*^49^ embryos; *Khdc3* expression was downregulated in 60% (3/5) of *Tet1/3 DKO* embryos and in all *Tet TKO* embryos compared to normal embryo controls (Supplementary Fig. 7C, D). These observations all point to a prominent role for *Khdc3* deficiency in the aneuploid phenotype of *Tet TKO* mESC. As noted above, long-term deleted clonal populations of *Tet iTKO* mESC continued to display an elevated frequency of aneuploidy (Supplementary Fig. 4A, B); *Khdc3* expression remained downregulated in these cells, whereas *Khdc2* expression returned to normal levels (Supplementary Fig. 4D). Altogether these data suggest that the adverse effects of *Tet* deletion on chromosome segregation might be the consequence of increased DNA methylation correlating with persistent down-regulation of *Khdc3* expression.

### DNA methylation of the *Khdc3* promoter in mESC is controlled by crosstalk between TETs and DNMTs

To explore if *Khdc3* expression is controlled by DNA methylation, we analyzed published ChIP-seq, WGBS, and RNA-seq data from selected DNMT- and TET-deficient mESC (Fig. 4). Analysis of published ChIP-seq data from WT mESC^62–65^ showed that DNMTs (Fig. 4A, top 3 tracks), especially DNMT3a (*2nd* track), are enriched in the distal region (−3 kb upstream) of the *Khdc3* transcription start site (TSS). In contrast, TET1 and TET2 occupied regions more proximal to the *Khdc2* and *Khdc3* TSS, as well as *Khdc2* and *Khdc3* gene bodies, in WT mESC (Fig. 4A, 4th and 5th tracks), suggesting mutually exclusive binding patterns of TETs and DNMTs^39,66,67^. Moreover, compared to control mESC, *Tet TKO* mESC showed increased DNA methylation at specific CpGs within the body of the *Khdc3* and to a lesser extent the *Khdc2* gene, as well as in the regions surrounding the two genes^51^ (Fig. 4A, bottom 2 tracks), correlating with decreased expression of *Khdc3* and *Khdc2* mRNA (Fig. 4A, 6th and 7th tracks). Conversely, *Khdc3* expression was increased in *Dnmt TKO* compared to control mESC^59^ (Fig. 4B), consistent with the well-established negative correlation (but not necessarily a causal relation) between DNA methylation and gene expression^68–70^.

**Fig. 4:**
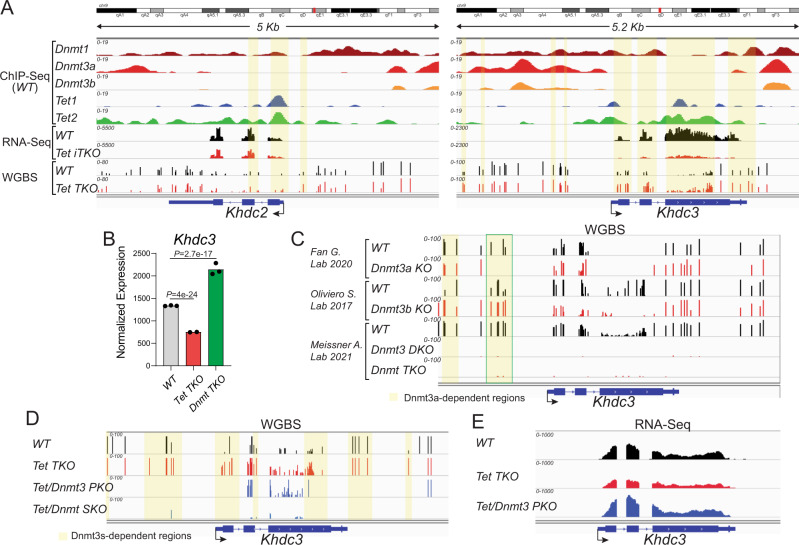
The *Khdc3* promoter is controlled by TETs and DNMTs. **A** Genome browser view of the *Khdc2* (left) and *Khdc3* (right) loci in mESC. Top five tracks, ChIP-Seq data for DNMT1 (dark red), DNMT3a (red), DNMT3b (orange), TET1 (blue) and TET2 (green)^62–65^. Middle two tracks, *Khdc2* and *Khdc3* transcripts in *Ctrl* (black tracks) and *Tet iTKO* (red tracks) mESC generated from our Smart-Seq2 analysis. Bottom two tracks, methylation status of CpGs in the *Khdc2* and *Khdc3* loci, based on WGBS data^51^. Notice the increase in methylation at the promoters, gene bodies and nearby CpGs of both the *Khdc2* and especially the *Khdc3* genes. **B** *Khdc3* gene expression from constitutive *Tet TKO* (red) and *Dnmt TKO* (green) compared to *WT* mESC (gray)^61^. Notice the enhanced expression of *Khdc3* in mESC lacking *Dnmts* (green). *P*-adjusted values were calculated respect to *WT* mESC using the Benjamini-Hochberg method to control the False Discovery Rate. **C** DNA methylation maps at the *Khdc3* locus from single *Dnmt3a*- (upper group) or *Dnmt3b KO* (middle group) compared to their respective controls (*WT*), as well as double *Dnmt3a/b KO* (*Dnmt3 DKO*) or triple *Dnmt1/3a/b KO* (*Dnmt TKO*; bottom group). Notice the loss of DNA methylation at the *Khdc3* promoter in *Dnmt3a KO* (but not *Dnmt3b KO*) mESC and the complete loss of methylation in *Dnmt3 DKO* mESC^71,72^. **D** DNA methylation maps at the *Khdc3*-locus from constitutive *Tet TKO* mESC (*track 2*) that were subsequently modified to remove *Dnmt3a/b* (*Tet/Dnmt-PKO, track 3*) or all three *Dnmts* (*Tet/Dnmt* sextuple knockout *(SKO), track 4*) are compared to control mESC (*WT*, *track 1*). Notice that removal of *Dnmt3a* and *Dnmt3b* in the *PKO* mESC prevents DNA hypermethylation at the *Khdc3* promoter in *Tet TKO* cells (*track 2*), although unexpectedly, gene body methylation persists^61^. **E** Removal of *Dnmt3a* and *Dnmt3b* results in de-repression of *Khdc3* mRNA expression in *Tet TKO* mESC (blue compared to red; same samples as shown in **D**).

To determine whether one or more specific DNMTs had a major role in controlling methylation of the *Khdc3* locus, we examined published WGBS data from mESC with individual or multiple deficiencies of DNMTs^71,72^ (Fig. 4C). *Dnmt3a KO* mESC (Fig. 4C, top 2 tracks) displayed a substantial loss of DNA methylation at specific CpGs of the *Khdc3* promoter compared to WT mESC, whereas *Dnmt3b KO* mESC (middle 2 tracks) did not. In fact, certain CpGs in the *Khdc3* locus showed increased methylation, suggesting re-localization of DNMT3a or DNMT1 to these CpGs in the absence of DNMT3b. *Dnmt3a, 3b DKO* mESC showed complete loss of DNA methylation across the *Khdc3* locus, as did *Dnmt1/3a/b TKO* mESC as expected (bottom 2 tracks). These results point to the de novo DNA methyltransferase DNMT3a as the most important DNMT controlling DNA methylation at the *Khdc3* locus.

We next examined the consequences of sequential deletion of *Tet* and *Dnmt* genes at the *Khdc3* locus^61^ (Fig. 4D). The investigators first deleted all three *Tet* genes to generate *Tet TKO* mESC; then sequentially deleted first the *Dnmt3a/b* genes and next the *Dnmt1* gene to yield *Tet/Dnmt3 PKO* mESC (pentuple knockout, 3 *Tets* and both *Dnmt3a*, *3b*) and *Tet/Dnmt SKO* mESC (sextuple knockout, all 3 *Tets* and all 3 *Dnmts*) respectively. WGBS analyses of these cell lines showed that double deletion of *Dnmt3a* and *Dnmt3b* prevented DNA hypermethylation at the highlighted regions of the *Khdc3* promoter in *Tet TKO* mESC, although unexpectedly, gene body methylation persisted, presumably reflecting the action of DNMT1 (Fig. 4D, compare top 3 tracks). As expected, mESC with complete deletion of all three *Tet* and *Dnmt* genes in *Tet/Dnmt SKO* almost completely lacked DNA methylation (Fig. 4D, bottom track). Notably, analysis of RNA-seq datasets showed that the decrease of *Khdc3* expression in *Tet TKO* mESC (Fig. 4E, top and middle tracks) is restored to more than WT levels upon further deletion of both *Dnmt3a* and *Dnmt3b* in *Tet/Dnmt3 PKO* mESC (Fig. 4E, bottom track), illustrating an intriguing crosstalk between TET and DNMT proteins^61^. Consistent with the previous findings, DNMT ChIP-seq data showed that DNMT3a is the most enriched DNMT at the *Khdc3* promoter (Fig. 4A) and a previous report indicated that DNMT3a plays a major role in controlling DNA methylation in TET-regulated regions in ESC^73^. Interestingly and in agreement with those previous studies, the study of single *Tet1-* and *Tet2-KO* mESC revealed a predominant role for TET2 in regulating *Khdc3* expression in mESC and maintaining the demethylated state of the *Khdc3* promoter (Supplementary Fig. 8).

### Re-expression of *Khdc3* in *Tet iTKO* mESC reverses the aneuploid phenotype

Previous studies have shown that *Khdc3* promotes genomic stability in ESC, and that disruption of the *Khdc3* gene in mESC results in aneuploidy^74^. To confirm and expand those observations, we used the CRISPR/Cas9 system to target both *Khdc2* and *Khdc3* genes, generating mESC deleted for each gene (Supplementary Fig. 9). Confirming the previous report, we found that disruption of either the *Khdc2* or *Khdc3* resulted in increased aneuploidy. Next, given the downregulation of both *Khdc2* and *Khdc3* in acutely deleted *Tet iTKO* mESC, we asked if re-expression of *Khdc2* or *Khdc3* would prevent the emergence of aneuploidies in *Tet iTKO* mESC. We re-expressed *Khdc2* or *Khdc3* inducible under doxycycline (TET-on) control in *Tet iTKO* and *Ctrl* mESC (Fig. 5 and Supplementary Fig. 10) and performed metaphase spreads as a readout to assess aneuploidy. *Ctrl* and *Tet iTKO* mESC were transduced with a lentivirus harboring the reverse tetracycline-controlled transactivator 3 (*rtTA3*) under the control of the human EF1a promoter; a second step of transduction introduced FLAG epitope-tagged versions of *Khdc2* or *Khdc3* (isoform 1) under control of a doxycycline-inducible CMV promoter (Fig. 5A). For analysis of aneuploidy by metaphase spreads, we chose *Tet Tfl* and *Ctrl* mESC clones that showed matched expression of KHDC2 and KHDC3 proteins after doxycycline treatment as determined by western blots using an anti-FLAG antibody (Fig. 5B and Supplementary Fig. 10). Given the lack of commercially available antibodies that can detect endogenous KHDC2 and KHDC3, we were unable to assess the relative expression of the introduced versus the endogenous KHDC2 and KHDC3 proteins.

**Fig. 5:**
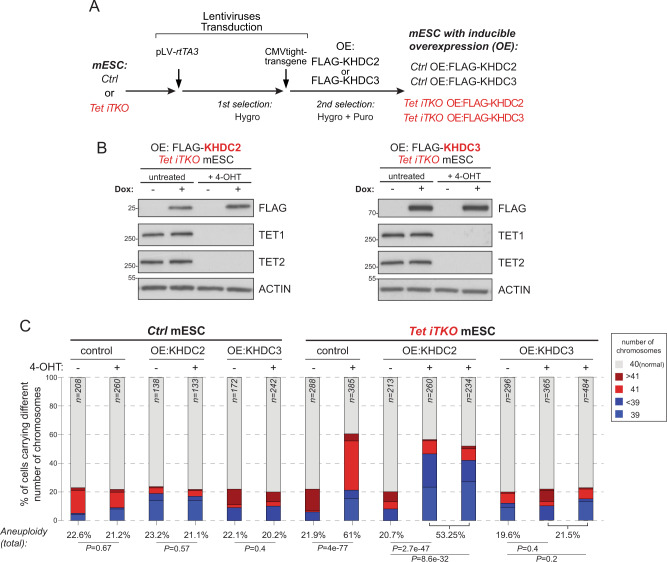
KHDC3 re-expression reverses the aneuploid phenotype of *Tet iTKO* mESC. **A** Flowchart of the procedure to generate mESC with doxycycline-inducible overexpression (OE) of KHDC2 or KHDC3 in *Ctrl* (*Cre-ERT2*^+^) and *Tet Tfl Cre-ERT2*^+^ mESC. **B** Western blot analysis of doxycycline-inducible expression of KHDC2 (left) or KHDC3 (right) in *Tet iTKO* mESC (untreated and treated with 4-OHT respectively). KHDC2/3 proteins were detected using anti FLAG-antibodies and the effective removal of TET proteins was confirmed as in Fig. 1C. ACTIN was used as loading control. OCT4 protein expression was unchanged in KHDC2- and KHDC3-expressing *Ctrl* and *Tet iTKO* mESC (Supplementary Fig. 10). **C** Ploidy analysis calculated from metaphase spreads of *Ctrl* versus acutely-deleted *Tet iTKO* mESC after reconstitution with KHDC2 or KHDC3. Percentages of euploid (gray, 40 chromosomes) and aneuploid mESC are represented as bar graphs showing hyperploid cells (>40 chromosomes) in shades of red and hypoploid cells (<39 chromosomes) in shades of blue. There is no effect of KHDC2 or KHDC3 expression on aneuploidy in *Ctrl* mESC (left), but a clear decrease in aneuploidy in KHDC3-expressing (but not KHDC2-expressing) *Tet iTKO* mESC (right).

*Khdc2*- and *Khdc3*-expressing *Tet iTKO* and *Ctrl* mESC clones were treated simultaneously with 4-OHT and doxycycline; 4-OHT was removed at day 2.5 whereas doxycycline treatment was maintained until day 6.5, the day of harvest and fixation for preparation of metaphase spreads. In control *Ctrl* mESCs, expression of either *Khdc2* or *Khdc3* did not alter the frequency of aneuploidy, which was maintained at a basal level of around 20% (Fig. 5C, left). However, in *Tet iTKO* mESC that had been reconstituted with *Khdc3*, the frequency of both hyperploidy and aneuploidy decreased from ~60% to ~20%, resembling the basal frequencies detected in *Ctrl* mESC; in contrast, re-expression of *Khdc2* alone did not reverse the high overall frequency of aneuploidy seen in *Tet iTKO* mESC (Fig. 5C, right). Neither *Khdc2* nor *Khdc3* re-expression affected the expression of the pluripotency marker OCT4 (Supplementary Fig. 10). These data indicate that TET enzymes control normal chromosome segregation during mitosis at least partly by ensuring normal *Khdc3* expression in mESC.

## Discussion

We show here that TET proteins are important for ensuring the fidelity of chromosome segregation in mESC, and that this effect is mediated through downregulation of *Khdc3*. Acute Cre-mediated deletion of *Tet1, Tet2,* and *Tet3* genes results in rapid loss of TET proteins and undetectable levels of 5hmC in mESC by 4–6 days of the addition of 4-OHT to *Tet Tfl* mESC, and the *Tet iTKO* cells display marked mitotic abnormalities, chromosome mis-segregation and aneuploidy. This phenotype is at least partly due to the downregulation of *Khdc3* (*Filia, Ecat1*), which encodes a KH domain-containing protein originally identified as an interaction partner of the maternal effect gene product NLRP5 (MATER), a core component of the subcortical maternal complex (SCMC)^54^. Expression of *Khdc3* in *Tet Tfl* mESC prevented the rapid appearance of aneuploidy in *Tet iTKO* mESC after 4-OHT exposure, whereas expression of *Khdc2* did not. As expected from the biochemical activities of TET proteins and their involvement in DNA demethylation, downregulation of *Khdc2* and *Khdc3* mRNA was accompanied by increased methylation of CpGs in and around the promoters and gene bodies of both *Khdc2* and *Khdc3* genes, supporting the well-known correlation (not necessarily a causal connection) between increased DNA methylation in the vicinity of genes and decreased gene expression^68–70^.

The copy number changes observed in TET-deficient cells are unlikely to be an artefactual consequence of double-strand DNA breaks introduced by Cre recombinase. First, we deliberately minimized the time period of Cre activation by removing 4-OHT on day 2.5, a strategy that terminates Cre recombinase activity in the nucleus by returning unliganded Cre-ERT2 to the cytoplasm, thus preventing further recombination among real or potential cryptic *loxP* sites in the genome. Second, re-expression of *Khdc3* in *Tet iTKO* mESC—in the same 6.5-day time period as 4-OHT treatment, Cre activation and *Tet* gene deletion—prevented increased aneuploidy, suggesting that aneuploidies triggered only by Cre expression do not constitute a significant proportion of total aneuploidies in *Tet iTKO* mESC. Third, similar phenotypes of chromosome segregation abnormalities and aneuploidy have been reported previously in triple TET-deficient mESC, under conditions in which *Tet* gene deletion was not mediated by Cre^41,75^. Thus, Yang et al.^75^ observed chromosomal fusions and telomere shortening after stable retroviral shRNA-mediated depletion of *Tet1* and *Tet2* in mESC, while Kafer et al.^41^ observed increased frequencies of mitotic abnormalities in mESC in which all three *Tet* genes were disrupted using CRISPR/Cas9 technology. Since both RNAi and CRISPR/Cas9 strategies require prolonged periods of mESC culture to select for correctly silenced/ edited cells, we chose to focus on the consequences of acute deletion of *Tet* genes using Cre recombinase in mESC. Our data show clearly that the emergence of genomic instability—manifest as chromosome mis-segregation, copy number changes and aneuploidies—is an early and direct consequence of TET deficiency in mESC, caused in large part by the transcriptional downregulation of *Khdc3* gene expression in TET-deficient cells. As expected from previous studies^41,75^, the aneuploid phenotype is maintained when single cells from acutely deleted *Tet iTKO* mESC populations are clonally expanded in long-term culture (> 80 cell divisions).

There are well-known selective pressures that oppose the development of aneuploidy in most normal cell types; in fact, the large majority of chromosome gains and losses are known to impair cell fitness (reviewed in refs. 47, 76). We assume, therefore, that the increased aneuploidy that we observe at a single-cell level (by metaphase spreads) in both acute and long-term *Tet iTKO* mESC cultured in 2i media involve chromosomes whose gains or losses do not seriously hamper mESC proliferation and/or survival, explaining the relative stability of the aneuploid phenotype following *Tet* gene deletion. In this context, we note that random chromosome gains and losses are observed early in cancer development, because selective pressures have not yet come into play; at later stages, specific chromosomal gains and losses may be recurrently observed, presumably because they confer increased fitness by promoting survival and/or expansion of individual clones^45,46^ [reviewed in ref. 47].

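Next to *Khdc3* in the list of 16 genes in Fig. 3C stands *Hormad2* (ENSMUSG00000020419.4), which had 64, 59 and 48 normalized counts in the *Ctrl* and 11, 12 and 19 in the *Tet iTKO* lines. The log2 ratio of *Khdc3* to *Hormad2* changed by -0.55, and a change of this size also arises when the lines are regrouped (exact two-sided permutation test on the ratio in each line, p = 0.2). *Rec114*, with 372 ± 27.6 (SD, n = 3) against 97.7 ± 21.1 (SD, n = 3) normalized counts, was measured with more reads than *Hormad2*. Its log2 fold change was -1.94 (standard error 0.14), against -2.53 (standard error 0.13) for *Khdc3*. For *Rec114* as for *Hormad2* the groups did not overlap, and the ratio of *Khdc3* to *Rec114* was not tested.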

Among the down-regulated genes encoding regulators of mitosis, chromosome segregation, spindle assembly, DNA replication or DNA repair, *Khdc3* expression was the most strikingly decreased in *Tet iTKO* compared to *Ctrl* mESC. KHDC3 (FILIA, ECAT1) is a peripheral component of the subcortical maternal complex (SCMC), a multiprotein complex that is present exclusively in mouse oocytes, zygotes and pre-implantation embryos^52–56^. The core components of the SCMC – MATER (NLRP5), KHDC2 (OOEP, FLOPED) and TLE6^53^ – are required for embryos to progress beyond the 2-cell stage^52,53^. Embryos of female mice deficient in either *Mater*/*Nlrp5* or *Khdc2* showed a complete block of zygotic development at the two-cell stage;^52,53^; in contrast, the phenotype of KHDC3-deficient mouse embryos was much less catastrophic, with a marked delay in early embryo development but not a complete arrest^55^. Female KHDC3-deficient mice showed reduced fertility with smaller litters;^55^ similarly, immature human oocytes injected with siRNAs against *Khdc3*/*Ecat1* showed reduced maturation, decreased fertilization in response to intracytoplasmic sperm injection, and decreased progression to the two-cell stage in vitro^77^. A notable early observation was that cells from KHDC3-deficient mouse embryos frequently displayed micronuclei as well as high rates of aneuploidy compared with normal controls^55^, a result we have confirmed here. Moreover, *Khdc3*-null mESC showed increased DNA damage measured by the number of γH2AX-positive foci, as well as delayed kinetics of DNA damage repair^74^. We show a similar phenotype of variable blastomere numbers and abnormal nuclear morphology in triple TET-deficient embryos at the 8-cell stage. Given the well-known association of chromosome mis-segregation with DNA damage^78,79^, decreased expression of *Khdc3* may contribute substantially to the increased DNA damage observed in TET-deficient embryos and mESC.

Are there distinct or overlapping roles for *Khdc2* (*Ooep*, *Floped*) and *Khdc3* (*Filia*, *Ecat1*) in maintaining genome stability in mESC? In size exclusion chromatography of oocyte lysates, the core SCMC components (NLRP5, TLE6 and KHDC2) co-eluted in a single broad peak with KHDC3, but a substantial amount of KHDC3 also eluted at lower apparent molecular weights^53^, suggesting that KHDC3 dissociates readily from the core SCMC complex and thus may act independently or in complexes with non-SCMC proteins. The core SCMC component NLRP5 (MATER) is not expressed in blastocysts or mESC (Supplementary Fig. 11), implying that the SCMC is not present in mESC; rather, a separate complex of KHDC2 and KHDC3 has been detected at nascent (newly replicated) DNA in mESC, together with the replication fork restart proteins BLM and TRIM25^58^. *Khdc3* has been shown to maintain chromosome stability and regulate the DNA damage response in mESC^78^; *Khdc3*-null ES cells showed impairment of the late phase of ATM phosphorylation as well as impaired CHK2 phosphorylation at all time points after exposure to etoposide^74^). Although *Khdc2* and *Khdc3* mRNAs were both rapidly down-regulated in *Tet iTKO* mESC after 4-OHT addition, *Khdc3* expression remained downregulated even after prolonged culture whereas *Khdc2* expression was restored. Thus, *Khdc3* may operate independently of *Khdc2* to prevent chromosome instability in *Tet iTKO* mESC; alternatively, because *Khdc2* mRNA is expressed at higher levels than *Khdc3* mRNA in control mESC and is not as markedly downregulated in either acutely deleted or long-term-cultured *Tet iTKO* mESC, the two proteins may function as a complex in which KHDC3 protein is limiting whereas KHDC2 protein is not. 

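In the *Ctrl* lines at day 6.5, *Khdc2* exceeded *Khdc3* in 1 of 3, and the difference between the normalized counts of both genes was 12 ± 118 (SD, n = 3) per line. The sign of the difference varied between lines (exact two-sided sign-flip permutation test, p = 1, where the smallest possible p is 0.25). Divided by the length of the longest annotated transcript, 2138 nucleotides for *Khdc2* and 1681 for *Khdc3*, the mean of the *Ctrl* lines was 279 normalized counts per kilobase for *Khdc2* and 347 for *Khdc3*. Which transcripts were present was not determined, and a shorter *Khdc2* transcript would raise its value. These values therefore do not decide which mRNA was more abundant. In the *Tet iTKO* lines the mean normalized count of *Khdc2* was 3.74 times that of *Khdc3*.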

We note that *Khdc3* downregulation cannot account for copy number variations and aneuploidies occurring in hematopoietic malignancies such as DLBCL and PTCL, since *Khdc3* expression is restricted to cells at early stages of embryonic development including mESC (Supplementary Fig. 11).

It is well-established that DNA demethylation caused by DNMT deficiency induces aneuploidies: in *Dnmt1* hypomorphic cells in vivo^80,81^, in peripheral T cell lymphomas arising from haematopoietic stem/precursor cells conditionally disrupted for *Dnmt3a*^82,83^ and in *Dnmt3b* deficiency mimicking ICF syndrome (immunodeficiency, centromere instability and facial abnormalities) in vivo^84^. To illustrate this point, we analyzed WGBS from *Dnmt* KO ESCs. Supplementary Fig. 12 highlights copy number changes in different types of DNMT-deficient mESC with respect to the corresponding parental lines^71,72^, and supports previous data associating DNA hypomethylation with chromosome segregation defects and aneuploidies^80–84^. Thus, an interesting question is whether, in addition to *Khdc3* downregulation, decreased DNA methylation in heterochromatin^39,67,85^ contributes to the increased aneuploidies observed in triple TET-deficient mESC. We are currently investigating this possibility.

## Methods

### Mice

Mice were housed in a pathogen-free animal facility at the La Jolla Institute for Immunology and were used according to protocols approved by the Institutional Animal Care and Use Committee (IACUC). To obtain the control inducible mouse strain (*Cre*^*ERT2*^; *Rosa26-H2B-Egfp*^*LSL*^ mice, where LSL denotes the *loxP-STOP-loxP* cassette that permits expression of the floxed exons or the reporter gene only after excision by the Cre recombinase), we crossed *B6.Cg-Tg(UBC-cre/ERT2)1Ejb/J* mice (Jackson Laboratory, #008085), harboring the *Cre*^*ERT2*^ fusion gene under control of the human ubiquitin C (UBC) promoter, with *Gt(ROSA)26Sor* < *tm1Ytchn* > */J* (Jackson Laboratory, #021847) mice containing a CRE-recombinase inducible dual reporter construct in which *H2b-Egfp* and *GPI-mCherry* transgenes were inserted into the *Gt(ROSA)26Sor* locus downstream of a *loxP*-flanked STOP fragment. The *H2b-Egfp; GPI-mCherry* reporter cassette was chosen for cell tracing and chromosome segregation analysis, but the GPI-Cherry transgene was poorly expressed and was not useful for staining or flow cytometry.

The *Tet-triple floxed* (*Tet Tfl*) mouse strain (*Cre*^*ERT2*^; *Tet1*^*fl/fl*^; *Tet2*^*fl/fl*^; *Tet3*^*fl/fl*^; *Gt(ROSA)26Sor* < *tm1Ytchn* > */J*^*wt/ki*^) harbors *Cre*^*ERT2*^ and *H2b-Egfp*; *GPI-mCherry* transgenes, as well as the floxed alleles for all three *Tet* genes. In *Tet1*^*fl/fl*^ and *Tet2*^*fl/fl*^ mice, exons 8, 9, and 10 encoding for the catalytic HxD domain of *Tet1* and *Tet2* were floxed (flanked by LoxP sites), whereas exon 2 was targeted in the case of the *Tet3*^*fl/fl*^ mouse line. All *Tet floxed* mice were generated from ART B6-3 embryonic stem cells (genetic background: C57BL/6 NTac)^3,32,35,86^. To generate E2.5 (8-cell stage) embryos, *Stra8-Cre*^*wt/ki*^; *Tet1*^*fl/fl*^*; Tet2*^*fl/fl*^*; Tet3*^*fl/fl*^ were time-mated with *ZP3-Cre*^*wt/ki*^; *Tet1*^*fl/fl*^*; Tet2*^*fl/fl*^*; Tet3*^*fl/fl*^.

### Derivation of *Tet Tfl* (*Tet* triple-floxed) mESC

*Cre*^*ERT2 wt/ki*^; *Gt(ROSA)26Sor* < *tm1Ytchn* > */J*^*wt/ki*^ and *Cre*^*ERT2 wt/ki*^; *Tet1/2/3*^*fl/fl*^; *Gt(ROSA)26Sor* < *tm1Ytchn* > */J*^*wt/ki*^ embryos were produced by timed matings of *Cre*^*ERT2 wt/wt*^; *Gt(ROSA)26Sor* < *tm1Ytchn* > */J*^*wt/wt*^ with wildtype (*WT*) C57BL/6 J and *Tet1*^*fl/fl*^*; Tet2*^*fl/fl*^*; Tet3*^*fl/fl*^ mice. Mouse embryonic stem cells (mESC) were derived from E3.75 blastocysts flushed out from the uterine horn of time-mated females. Blastocysts were collected and hatched on mitomycin C mitotically inactivated MEFs plated 1 day earlier. After attachment, SRES media was replaced every second day until day 6 after attachment of the blastocyst to the feeder MEFs layer. On day 6, the expanded blastocysts were dissociated using TrypLE™ Select Enzyme (10X) (Gibco, A1217702) and dissociated cells were plated on mitotically inactivated MEFs. Cells were grown and SRES media + 2i inhibitors was changed every second day until compact cell colonies with typical ESC colony morphology formed. mESC were passaged 2–3 times before being cryopreserved. All mESC lines were tested routinely and found to be free of any mycoplasma contamination.

### mESC culture and *Tet* gene deletion

mESC were cultured in 2i media over a layer of mitomycin C-treated mouse embryonic fibroblasts (MEFs) to maintain them in their ground state of pluripotency and minimize any potential spontaneous differentiation prior to or after triple *Tet* gene deletion. The culture medium was Serum Replacement ESC medium (SRES medium) composed of KnockOut^TM^ DMEM/F-12 (Gibco, 12660012) supplemented with 15% KnockOut^TM^ Serum Replacement (Gibco, #10828028), GlutaMAX^TM^-I (Gibco, 35050061), 1x MEM non-essential amino acids (Gibco, 11140-035), 100 µM β-mercaptoethanol (Gibco, 21985023), LIF, and 2i (3 µM GSK3 inhibitor CHIR99021 (Abmole Bioscience, M1989) and 1 µM MEK inhibitor PD0325901 (Selleckchem, S1036)).

Acute deletion of all three *Tet* genes to yield *Tet1/2/3* inducible knockout (*Tet iTKO*) mESC, with concomitant expression of the *H2b-Egfp* reporter, was accomplished by culturing the cells for 2.5 days in 4-OHT, followed by 4-OHT removal and culture for an additional 4 days before analysis.

To conditionally delete TET enzymes, mESC plated on mitotically inactivated MEFs were treated with 1 µM 4-hydroxytamoxifen (4-OHT) (Tocris, 3412) for 2 days. After 1.5 additional days of growth in SRES without 4-OHT, H2B-EGFP + mESC, resulting from a successful *Cre*^*ERT2*^-mediated recombination that occurred during 4-OHT treatment, were sorted by FACS (Fluorescence-Activated Cell Sorting) using a FACSAria cell sorter (BD Biosciences). mESC were plated on mitotically inactivated MEFs and allowed to attach for 6 h prior to initiating imaging of the cells for 48 h. *Dnmts TKO* mESC were previously described^87,88^.

### Expression of KHDC2 and KHDC3 in *Tet Tfl* mESC

*Khdc2* and *Khdc3* were cloned into a CMVtight Tet-on advanced lentiviral backbone vector (Addgene), which allows the rapid re-expression of any gene of interest after the introduction of doxycycline in the cell media. All constructs were confirmed by Sanger sequencing.

### CRISPR/Cas9 editing of *Khdc2* and *Khdc3* in WT mESC

crRNA-tracrRNA duplex was prepared by annealing equimolar concentrations of Alt-R crRNA and Alt-R tracrRNA reconstituted in 100 uM with NF Duplex Buffer (IDT). RNP complexes were assembled by mixing 10 µg of TrueCut CAS9 protein v2 to the annealed crRNA-tracrRNA duplex at a 1:3 molar ratio and incubated at room temperature for 10 min. Electroporation was carried out with the 4D-Nucleofector Core Unit (LONZA) and using the P3 Primary Cell 4D-Nuclefector X kit (LONZA, V4XP-3032). mESC were gently mixed with RNP complexes and incubated for 2 min. at room temperature before transferring the cells and RNP mix into a nucleofection cuvette strip. A combination of 2 sgRNAs per gene were mixed to edit each gene within two different exons (sgRNA1 against *Khdc2*: CAAAGATGGTGATTTCAGCT using TGTCCAAAGATGGTGATTTCAGCTAGGTTC for context sequence; sgRNA2 against *Khdc2*: TCCTGAATTGGGAACCACCA using GACTTCCTGAATTGGGAACCACCAGGGCCG for context sequence; sgRNA1 against *Khdc3*: GGCTCCCGTGAAGGTCCGCG using AGTTGGCTCCCGTGAAGGTCCGCGAGGCGG for context sequence; sgRNA2 against *Khdc3*: CATTCGACATGGAACCACTT using CAGGCATTCGACATGGAACCACTTGGGCAA for context sequence). As a negative control mESC were nucleofected with a RNP complex assembled with an Universal Non-Targeting Control sgRNA (scrambled sgRNA; AAATGTGAGATCAGAGTAAT). Electroporation was performed using the program CG-104 on the 4D-Nucleofector X-unit. After electroporation, cells were transferred into SRES + 2i media and plated into one well from a six-well dish.

### Lentivirus production and transduction

Lentiviruses were produced by transfecting the Lenti-X^TM^ 293T cell line (Takara, 632180) with the different lentiviral constructs. Lenti-X^TM^ 293T cells were grown in DMEM (Gibco, 11965118) supplemented with 10% Fetal Bovine Serum (Foundation B^TM^ FBS) (GeminiBio, 900-208), GlutaMAX^TM^-I (Gibco, 35050061), 1x MEM non-essential amino acids (Gibco, 11140-035), 100 µM β-mercaptoethanol and 1 mM sodium pyruvate (Sigma-Aldrich, S8636). 48 h after transfection, media containing lentiviruses was collected and lentivirus titers were measured using the Lenti-X qRT-PCR Titration Kit (Takara, 631235). Lentiviruses were added to the mESC in the presence of 8 µg/ml Polybrene (Millipore, TR-1003-G) and centrifuged at 3000 rpm at 37 °C for 90 min. mESC were transferred back to a 37 °C, 5% CO_2_ incubator for another 4 h before replacing the media with fresh mESC media. Antibiotic selection was initiated 36 h post-transduction.

### Flow cytometry

For detection of surface markers, dissociated mESC were first labeled with the eBioscience^TM^ Fixable Viability Dye eFluor^TM^ 780 (ThermoFisher, 65-0865-14) and then stained for surface markers with indicated fluorochrome-conjugated antibodies diluted in FACS buffer (PBS 1×, 0.5% BSA, 0.01% NaN_3_): SSEA-1 (BD Biosciences, 562705), CD90.2 (Biolegend, 140319) and CD326 (Biolegend, 118227). For detection of intracellular markers, mESC stained with surface markers were subsequently fixed in PBS 1X + PFA 4%, rinsed with FACS buffer (PBS 1×, 0.5% BSA), and permeabilized in PBS 1X with 0.1% Triton X-100 for 5–10 min. For 5mC and 5hmC staining, the genomic DNA was denatured by treating the fixed mESC with 3.5 N HCl for 20 min. Following the removal of HCl, the pH was neutralized with 100 mM Tris-HCl (pH 8.5) for 10 min. at room temperature. mESC were rinsed in FACS buffer, blocked in blocking buffer (PBS 1X, 2% BSA, 2% Normal Donkey Serum (Sigma-Aldrich, d9663), and 0.02% Tween-20 (Sigma, P9416)), prior to the addition of the primary antibody (Active Motif, 39769). mESC were washed thrice with an intracellular wash buffer (PBS 1×, 0.5% BSA, and 0.02% Tween-20), before adding the secondary antibody. Acquisition was performed using a BD LSR Fortessa (BD Biosciences) and the BD FACSDiva software at the LJI Flow Cytometry Core Facility. All flow data were analyzed with FlowJo software (FlowJo LLC, Ashland, OR, USA).

### Immunocytochemistry of 8-cell embryos

8-cell stage embryos (E2.5) were flushed out of the oviduct by inserting a 31-gauge needle with a blunt end through the infundibulum and inside the oviduct. Harvested embryos were briefly washed in M2 medium, then the zona pellucida was removed by treatment with Acidic Tyrodes solution Serum (Sigma-Aldrich, T1788). Subsequently, the embryos were transferred on Denhart’s coated coverslips and dried for 30 min. Embryos were then fixed for 15 min in 4% paraformaldehyde in PBS (EMS, 15713) at room temperature and permeabilized with 0.2% Triton X-100 (Sigma-Aldrich, T8787) in PBS for 5-10 min at RT. The fixed embryos were blocked 1 hour at RT in 2% BSA, 0.05% Tween-20 in PBS, and then incubated in the same blocking solution for 1.5 h at RT with anti-γH2AX (phosphorylated Ser 139)-Alexa Fluor 647 (Biolegend, 613408). After several washes and Hoechst staining, embryos were mounted on slides with a small drop of Vectashield antifade mounting medium (Vector Laboratories, H-1000-10) or ProLong^TM^ Diamond antifade mountant (ThermoFisher, P36961). Images were acquired using an Olympus FluoView FV10i laser scanning confocal microscope or the Zeiss LSM 880 with Airyscan microscope. Data analysis was performed with ImageJ software or Zeiss ZEN softwares.

### Fluorescence live-cell imaging

To study chromosome segregation by live-cell imaging, mESC were seeded on mitotically inactivated MEFs into a 96-well high optical quality plastic plates (Greiner Bio-One) and imaged using a Confocal Quantitative Image Cytometer CQ1 benchtop high-content analysis system (Yokogawa) with a 40 × 0.95 NA U-PlanApo objective and 2560 × 2,160-pixel sCMOS camera at 2 × 2 binning. 20–30 fields/well with 6 ×2 µm z-sections per field in GFP channel were captured at 6-minute intervals for 48 h. Chromosome segregation was manually analyzed using ImageJ.

### Metaphase Spread and G-banding

mESC (*Ctrl* and *Tet1/2/3 Tfl*) were exposed to 4-OHT for 2 days, then grown for an additional 4.5 days in SRES + 2i media at 37 °C in 5% CO_2_, then treated with KaryoMAX™ Colcemid™ solution (Thermo Fisher Scientific, 15210040) at a final concentration of 100 ng/mL for 1 h at 37 °C in 5% CO_2_ just before harvest and sorting by FACS using a FACSAria cell sorter (BD Biosciences). Sorted mESC were swelled in pre-warmed buffered hypotonic solution (Hepes 5 mM + KCl 65 mM) for 12 min at 37 °C, centrifuged to remove the hypotonic buffer before fixing them in fixative solution (methanol:glacial acetic acid, 3:1). The fixative solution was changed twice before storing the mESC at −20 °C overnight. On the next day, cells were resuspended in a small volume of fixative solution following two rinses. 30 μL of cell suspension were dropped onto clean dry glass slides, that were immediately exposed, face up, into the stream of hot steam (90 °C) for 30 seconds, which caused the cells to blow up as the fixative solution evaporated. Metaphase spreads were aged at room temperature for ~10–15 days before performing G-banding. Suitably aged slides were incubated in 2X SSC at 65 °C for 1.5 h. Slides were transferred into 0.85% (w/v) NaCl at room temperature for 5 min, then into 0.85% NaCl + 0.025% trypsin for 15–20 s. Tryptic activity was stopped by placing the slides back into 0.85% NaCl, followed by 2 rinses in phosphate buffer 20 mM (pH 6.8). Slides were stained with fresh KaryoMAX™ Giemsa stain solution (Thermo Fisher Scientific, 10092013) in 5 mM phosphate buffer (pH 6.8) for 10 min. Slides were quickly rinsed again in phosphate buffer (pH 6.8) and blow-dried. Slides were mounted with Permount (Fisher Chemical, SP15-100) and photos were taken with a 100X oil-immersion lens.

### Quantitative real-time PCR assay

Total RNA was extracted with Quick-RNA Kit (Zymo Research, R1054) according to the manufacturer’s protocol and reverse transcribed using SuperScript III reverse transcriptase and oligo(dT) primers (Thermo Fisher Scientific, 18080051). Synthesized cDNA was quantified with FastStart Universal SYBR® Green PCR Master Mix (Roche, 4913914001) and Step one real time PCR system (Thermo Fisher Scientific). The expression levels of target genes were normalized to the amount of *Gapdh* expression using the delta-delta CT method. Primers used in the analyses were as follows. *Khdc2* forward: 5′-AAA TAG AGT GGA TGT GCC AAG C-3′; *Khdc2* reverse: 5′-GGC CGC CAT GTT CAA GAG AA-3′; *Gapdh* forward: 5′-GTG TTC CTA CCC CCA ATG TGT-3′; *Gapdh* forward: 5′-ATT GTC ATA CCA GGA AAT GAG CTT-3′. GraphPad Prism Version 9 was used to plot graphs, mean with standard deviation or error was shown on each graph.

### Western blot

Whole-cell extracts (WCE) were prepared by incubating mESC with radioimmunoprecipitation assay (RIPA) buffer (Thermo Fisher, 89900) supplemented with Benzonase (Sigma-Aldrich, E1014-25KU) and Halt™ Protease/Phosphatase Inhibitor Cocktail (ThermoFisher, 78441) on ice for 1 h. Proteins from WCEs were resolved using NuPAGE 4–12% bis-tris gel (Thermo Fisher Scientific, NP0321BOX) and transferred onto polyvinylidene difluoride (PVDF) membranes using Wet/Tank Blotting Systems (Bio-Rad). PVDF membranes were blocked with 5% nonfat milk in PBST (PBS 1×, 0.05% Tween-20) and incubated with the indicated primary antibodies, followed by secondary antibodies conjugated with horseradish peroxidase (HRP) (Cell Signaling, 7076 V), all of which were diluted 5% nonfat milk in PBST. Signal was detected with Femto Supersignal ECL substrate (ThermoFisher, 34096) and X-ray films (ThermoFisher, 34090).

### Whole genome sequencing (WGS) library preparation and mapping

Genomic DNA was isolated from bulk *Ctrl* and *Tet Tfl* mESC cells 6.5 days after 4-OHT treatment using the PureLink^TM^ genomic DNA mini kit. Genomic DNA was fragmented to an average size of 400 bp using the Adaptive Focused Acoustics Covaris S2 instrument. Libraries were prepared using the TruSeq DNA PCR-Free Sample Preparation kit (Illumina, 20015963) according to the manufacturer’s guidelines. The libraries were sequenced in an Illumina HiSeq 2500 instrument using single-end reads. Adapters and low-quality bases were trimmed before mapping and reads with length ≥ 70 bp were mapped to the *Mus musculus* genome (mm10 downloaded from UCSC website) using BWA-mem^89^ with default options. Optical duplicate reads were removed Picard MarkDuplicates tool.

### Copy number analysis in whole-genome sequencing (WGS) and whole-genome bisulfite (WGBS) data

Low-coverage WGS libraries were sequenced on the Illumina Hiseq 2500 with the purpose to identify copy number alterations such as aneuploidies. Adapters and low-quality bases were trimmed before mapping and reads with length ≥ 70 bp were mapped to the *Mus musculus* genome (mm10, downloaded from UCSC website) using BWA-mem^89^ with default options. High-coverage WGBS data was also mapped to *mm10* reference genome, using BSmap 2.74 v allowing for maximum four mismatches (-v 4) and removing low-quality 3′ reads (-q 10). Optical duplicate reads were removed Picard MarkDuplicates tool. HMMcopy^90^ and CNVkit^91^ were employed to detect copy number alterations, in WGS and WGBS, respectively, correcting for CG content and mappability bias, employing 500 kb bins (or as indicated).

### RNA extraction and RNA-seq libraries preparation

Total RNA was extracted from sorted Live/Dead dye^−^/EGFP^+^/CD90.2^−^ mESCs with Quick-DNA/RNA Miniprep Kit (Zymo Research, D7001) according to the manufacturer’s protocol. All RNAs were DNAse I treated in solution using the RNA Clean & Concentrator kit (Zymo Research, R1013) in order to eliminate any trace of genomic DNA from Total RNA. The yield and quality (RIN > 9.5 for all samples) of the purified RNAs were assessed using Qubit™ RNA HS Assay Kit (Thermo Fisher Scientific, Q32855) and TapeStation High Sensitivity RNA ScreenTape Analysis (Agilent, 5067-5579). RNA-Seq libraries were prepared using the Smart-Seq2 protocol^92^, as have been published before^93^. All libraries were assessed using Qubit™ RNA HS Assay Kit (ThermoFisher, Q32855) and TapeStation High Sensitivity RNA ScreenTape Analysis (Agilent, 5067-5579). 20 million paired-end reads (50 × 50 bases) were generated from each RNA-Seq library using a NovaSeq sequencing platform (Illumina).

### Bioinformatic analyses

For RNA-seq, reads were aligned using STAR^94^ with the parameters --outFilterMultimapNmax 1, --outSAMtype BAM SortedByCoordinate –sjdbOverhang 100. HT-Seq^95^ was used to quantify the gene expression levels using the options htseq-count -s yes, -r pos, -a 10. Normalization and differential expression analyses were performed using DESEq2^96^, with the parameters fitType parametric, alpha 0.05 and using the Benjamini & Hochberg method. For visualization of the data, we generated tracks using Deeptools^97^, with the option bamCoverage. All related plots were made using R-Studio^98^ and Integrative Genome Viewer (IGV)^99^.

For ChIP-Seq datasets, we used Bowtie^100^ for the alignments and Deeptools with the option bamCoverage for genome track generations. For analyses of DNA methylation status on wild-type and *Tet TKO* mESC we used Whole Genome Bisulfate sequencing (WGBS) samples we used Bismark^101^ and bedGraphToBigWig for tracks generation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The authors confirm that the data supporting the conclusions of this study are included in this published article and its supplementary files (including source data files). The sequencing datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus and are accessible through the GEO Series accession number GSE191045 for RNA-seq and GSE214402 for low coverage WGS from bulk samples. Other published datasets used on this study include: GSE77781^62^, GSE57413^63^, GSE57700^64^ and GSE115972^65^ for ChIP-Seq data; GSE56986^51^, GSE116482^61^, GSE126958^67^, GSE72856^71^, GSE158460^72^, GSE48519^102^, GSE63281^103^ and GSE116420 for WGBS; GSE56986^51^, GSE95720^59^, GSE122814^60^, GSE116482^61^ and GSE48519^102^ for RNA-Seq. Source data files are provided with this paper. Source data are provided with this paper.

## Source data

Source Data

## References

[1] He YF (2011). Tet-mediated formation of 5-carboxylcytosine and its excision by TDG in mammalian DNA. Science.

[2] Ito S (2011). Tet proteins can convert 5-methyl-cytosine to 5-formylcytosine and 5-carboxylcytosine. Science.

[3] An J (2015). Acute loss of *TET* function results in aggressive myeloid cancer in mice. Nat. Comm..

[4] Tahiliani M (2009). Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science.

[5] Onodera A (2021). Roles of TET and TDG in DNA demethylation in proliferating and non-proliferating immune cells. Genome Biol..

[6] Wu X, Zhang Y (2017). TET-mediated active DNA demethylation: mechanism, function and beyond. Nat. Rev. Genet..

[7] Lio CJ (2020). TET methylcytosine oxidases: new insights from a decade of research. J. Biosci..

[8] Cimmino L, Abdel-Wahab O, Levine RL, Aifantis I (2011). TET family proteins and their role in stem cell differentiation and transformation. Cell Stem Cell.

[9] Koh KP, Rao A (2013). DNA methylation and methylcytosine oxidation in cell fate decisions. Curr. Opin. Cell Biol..

[10] Rasmussen KD, Helin K (2016). Role of TET enzymes in DNA methylation, development, and cancer. Genes Devel.

[11] Tsagaratou A, Lio CJ, Yue X, Rao A (2017). TET methylcytosine oxidases in T cell and B cell development and function. Front. Immunol..

[12] Scott-Browne JP, Lio CJ, Rao A (2017). TET proteins in natural and induced differentiation. Curr. Opin. Genet. Dev..

[13] Genovese G (2014). Clonal hematopoiesis and blood-cancer risk inferred from blood DNA sequence. N. Engl. J. Med..

[14] Jaiswal S (2014). Age-related clonal hematopoiesis associated with adverse outcomes. N. Engl. J. Med..

[15] Bick AG (2020). Inherited causes of clonal haematopoiesis in 97,691 whole genomes. Nature.

[16] Reddy A (2017). Genetic and functional drivers of diffuse large B cell lymphoma. Cell.

[17] Schmitz R (2018). Genetics and pathogenesis of diffuse large B-cell lymphoma. N. Engl. J. Med..

[18] Chapuy B (2018). Molecular subtypes of diffuse large B cell lymphoma are associated with distinct pathogenic mechanisms and outcomes. Nat. Med..

[19] Lemonnier F (2012). Recurrent TET2 mutations in peripheral T-cell lymphomas correlate with TFH-like features and adverse clinical parameters. Blood.

[20] Inghirami G, Chan WC, Pileri S (2015). AIRC 5xMille consortium. Genetics-driven targeted management of lymphoid malignancies”. Peripheral T-cell and NK cell lymphoproliferative disorders: cell of origin, clinical and pathological implications. Immunol. Rev..

[21] Palomero T (2014). Recurrent mutations in epigenetic regulators, RHOA and FYN kinase in peripheral T cell lymphomas. Nat. Genet..

[22] Odejide O (2014). A targeted mutational landscape of angioimmunoblastic T-cell lymphoma. Blood.

[23] Sakata-Yanagimoto M (2014). Somatic RHOA mutation in angioimmunoblastic T cell lymphoma. Nat. Genet..

[24] Delhommeau F (2009). Mutations in *TET2* in myeloid cancers. N. Engl. J. Med..

[25] Langemeijer SM (2009). Acquired mutations in *TET2* are common in myelodysplastic syndromes. Nat. Genet..

[26] Abdel-Wahab O (2009). Genetic characterization of TET1, TET2, and TET3 alterations in myeloid malignancies. Blood.

[27] Papaemmanuil E (2013). Clinical and biological implications of driver mutations in myelodysplastic syndromes. Blood.

[28] Huang Y, Rao A (2014). Connections between TET proteins and aberrant DNA modification in cancer. Trends Genet..

[29] Ko M, An J, Rao A (2015). DNA methylation and hydroxymethylation in hematologic differentiation and transformation. Curr. Opin. Cell Biol..

[30] Lio CJ, Yuita H, Rao A (2019). Dysregulation of the TET family of epigenetic regulators in hematopoietic malignancies. Blood.

[31] Cimmino L (2015). TET1 is a tumor suppressor of hematopoietic malignancy. Nat. Immunol..

[32] Ko M (2011). Ten-Eleven-Translocation 2 (TET2) negatively regulates homeostasis and differentiation of hematopoietic stem cells in mice. Proc. Natl Acad. Sci. USA.

[33] Moran-Crusio K (2011). Tet2 loss leads to increased hematopoietic stem cell self-renewal and myeloid transformation. Cancer Cell.

[34] Quivoron C (2011). TET2 inactivation results in pleiotropic hematopoietic abnormalities in mouse and is a recurrent event during human lymphomagenesis. Cancer Cell.

[35] Kang J (2015). Simultaneous deletion of the methylcytosine oxidases Tet1 and Tet3 increases transcriptome variability in early embryogenesis. Proc. Natl Acad. Sci. USA.

[36] Dawlaty MM (2011). Tet1 is dispensable for maintaining pluripotency and its loss is compatible with embryonic and postnatal development. Cell Stem Cell.

[37] Dawlaty MM (2013). Combined deficiency of Tet1 and Tet2 causes epigenetic abnormalities but is compatible with postnatal development. Dev. Cell.

[38] Tsagaratou A (2016). TET proteins regulate the lineage specification and TCR-mediated expansion of iNKT cells. Nat. Immunol..

[39] López-Moyado IF (2019). Paradoxical association of TET loss of function with genome-wide hypomethylation. Proc. Natl Acad. Sci. USA.

[40] Shukla V (2022). TET deficiency perturbs mature B cell homeostasis and promotes oncogenesis associated with accumulation of G-quadruplex and R-loop structures. Nat. Immunol..

[41] Kafer GR (2016). 5-Hydroxymethylcytosine marks sites of DNA damage and promotes genome stability. Cell Rep..

[42] Kharat SS (2020). Degradation of 5hmC-marked stalled replication forks by APE1 causes genomic instability. Sci. Signal..

[43] Politz JCR, Scalzo D, Groudine M (2013). Something silent this way forms: the functional organization of the repressive nuclear compartment. Annu. Rev. Cell Dev. Biol..

[44] Janssen A, Colmenares SU, Karpen GH (2018). Heterochromatin: guardian of the genome. Annu. Rev. Cell Dev. Biol..

[45] Shoshani O (2021). Transient genomic instability drives tumorigenesis through accelerated clonal evolution. Genes Dev..

[46] Trakala M (2021). Clonal selection of stable aneuploidies in progenitor cells drives high-prevalence tumorigenesis. Genes Dev..

[47] Chiarle R (2021). Solving the chromosome puzzle of aneuploidy in cancer. Genes Dev..

[48] Knouse KA, Wu J, Whittaker CA, Amon A (2014). Single-cell sequencing reveals low levels of aneuploidy across mammalian tissues. Proc. Natl Acad. Sci. USA.

[49] Dai HQ (2016). TET-mediated DNA demethylation controls gastrulation by regulating Lefty-Nodal signaling. Nature.

[50] Li X (2016). Tet proteins influence the balance between neuroectodermal and mesodermal fate choice by inhibiting Wnt signaling. Proc. Natl Acad. Sci. USA.

[51] Lu F, Liu Y, Jiang L, Yamaguchi S, Zhang Y (2014). Role of TET proteins in enhancer activity and telomere elongation. Genes Dev..

[52] Tong ZB (2000). Mater, a maternal effect gene required for early embryonic development in mice. Nat. Genet..

[53] Li L, Baibakov B, Dean J (2008). A subcortical maternal complex essential for preimplantation mouse embryogenesis. Dev. Cell.

[54] Ohsugi M, Zheng P, Baibakov B, Li L, Dean J (2008). Maternally derived FILIA-MATER complex localizes asymmetrically in cleavage-stage mouse embryos. Development.

[55] Zheng P, Dean J (2009). Role of Filia, a maternal effect gene, in maintaining euploidy during cleavage-stage mouse embryogenesis. Proc. Natl Acad. Sci. USA.

[56] Qin D (2019). The subcortical maternal complex protein Nlrp4f is involved in cytoplasmic lattice formation and organelle distribution. Development.

[57] Gu B, Lambert JP, Cockburn K, Gingras AC, Rossant J (2017). AIRE is a critical spindle-associated protein in embryonic stem cells. Elife.

[58] Zhao B (2018). Mouse embryonic stem cells have increased capacity for replication fork restart driven by the specific Filia-Floped protein complex. Cell Res..

[59] Coluccio A (2018). Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells. Epigenet. Chromatin.

[60] Reimer M (2019). Deletion of Tet proteins results in quantitative disparities during ESC differentiation partially attributable to alterations in gene expression. BMC Dev. Biol..

[61] Wang Q (2020). Imprecise DNMT1 activity coupled with neighbor-guided correction enables robust yet flexible epigenetic inheritance. Nat. Genet..

[62] Sharif J (2016). Activation of endogenous retroviruses in Dnmt1(-/-) ESCs involves disruption of SETDB1-mediated repression by NP95 binding to hemimethylated DNA. Cell Stem Cell.

[63] Baubec T (2015). Genomic profiling of DNA methyltransferases reveals a role for DNMT3B in genic methylation. Nature.

[64] Xiong J (2016). Cooperative action between SALL4A and TET proteins in stepwise oxidation of 5-methylcytosine. Mol. Cell..

[65] Rasmussen KD (2019). TET2 binding to enhancers facilitates transcription factor recruitment in hematopoietic cells. Genome Res..

[66] Manzo M (2017). Isoform-specific localization of DNMT3A regulates DNA methylation fidelity at bivalent CpG islands. EMBO J..

[67] Charlton J (2020). TETs compete with DNMT3 activity in pluripotent cells at thousands of methylated somatic enhancers. Nat. Genet..

[68] Lister R (2009). Human DNA methylomes at base resolution show widespread epigenomic differences. Nature.

[69] Bestor TH, Edwards JR, Boulard M (2015). Notes on the role of dynamic DNA methylation in mammalian development. Proc. Natl Acad. Sci. USA.

[70] Schübeler D (2015). Function and information content of DNA methylation. Nature.

[71] Neri F (2017). Intragenic DNA methylation prevents spurious transcription initiation. Nature.

[72] Haggerty C (2021). Dnmt1 has de novo activity targeted to transposable elements. Nat. Struct. Mol. Biol..

[73] Zhang X (2016). DNMT3A and TET2 compete and cooperate to repress lineage-specific transcription factors in hematopoietic stem cells. Nat. Genet..

[74] Zhao B (2015). Filia is an ESC-specific regulator of DNA damage response and safeguards genomic stability. Cell Stem Cell.

[75] Yang J (2016). Tet enzymes regulate telomere maintenance and chromosomal stability of mouse ESCs. Cell Rep..

[76] Santaguida S, Amon A (2015). Short- and long-term effects of chromosome mis-segregation and aneuploidy. Nat. Rev. Mol. Cell Biol..

[77] Liu C (2016). ECAT1 is essential for human oocyte maturation and pre-implantation development of the resulting embryos. Sci. Rep..

[78] Ablasser A, Chen ZJ (2019). cGAS in action: expanding roles in immunity and inflammation. Science.

[79] Li T, Chen ZJ (2018). The cGAS-cGAMP-STING pathway connects DNA damage to inflammation, senescence, and cancer. J. Exp. Med..

[80] Eden A, Gaudet F, Waghmare A, Jaenisch R (2003). Chromosomal instability and tumors promoted by DNA hypomethylation. Science.

[81] Gaudet F (2003). Induction of tumors in mice by genomic hypomethylation. Science.

[82] Haney SL (2016). Loss of Dnmt3a induces CLL and PTCL with distinct methylomes and transcriptomes in mice. Sci. Rep..

[83] Haney SL (2016). Dnmt3a is a haploinsufficient tumor suppressor in CD8+ peripheral T cell lymphoma. PLoS Genet..

[84] Xu GL (1999). Chromosome instability and immunodeficiency syndrome caused by mutations in a DNA methyltransferase gene. Nature.

[85] Kyriakopoulos C (2022). A comprehensive approach for genome-wide efficiency profiling of DNA modifying enzymes. Cell Rep. Methods.

[86] Ko M (2015). TET proteins and 5-methylcytosine oxidation in hematological cancers. Immunol. Rev..

[87] Gu T (2018). DNMT3A and TET1 cooperate to regulate promoter epigenetic landscapes in mouse embryonic stem cells. Genome Biol..

[88] Tsumura A (2006). Maintenance of self-renewal ability of mouse embryonic stem cells in the absence of DNA methyltransferases Dnmt1, Dnmt3a and Dnmt3b. Genes Cells.

[89] Li H, Durbin R (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics.

[90] Ha G (2012). Integrative analysis of genome-wide loss of heterozygosity and monoallelic expression at nucleotide resolution reveals disrupted pathways in triple-negative breast cancer. Genome Res..

[91] Talevich E, Shain AH, Botton T, Bastian BC (2016). CNVkit: genome-wide copy number detection and visualization from targeted DNA sequencing. PLoS Comput Biol..

[92] Picelli S (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[93] Seo H (2021). BATF and IRF4 cooperate to counter exhaustion in tumor-infiltrating CAR T cells. Nat. Immunol..

[94] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[95] Anders S, Pyl PT, Huber W (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[96] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA- seq data with DESeq2. Genome Biol..

[97] Ramírez F, Dündar F, Diehl S, Grüning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res..

[98] R Core Team. R: A language and environment for statistical computing (2013).

[99] Thorvaldsdóttir H, Robinson JT, Mesirov JP (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief. Bioinforma..

[100] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[101] Krueger F, Andrews SR (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics.

[102] Hon GC (2014). 5mC oxidation by Tet2 modulates enhancer activity and timing of transcriptome reprogramming during differentiation. Mol. Cell.

[103] Liao J (2015). Targeted disruption of DNMT1, DNMT3A and DNMT3B in human embryonic stem cells. Nat. Genet..

# Supplementary material for: Acute deletion of TET enzymes results in aneuploidy in mouse embryonic stem cells through decreased expression of Khdc3
**Source:** Nat Commun. 2022 Oct 20;13:6230. doi: 10.1038/s41467-022-33742-7
**Supplement:** Supplementary file 1 — Supplementary Information

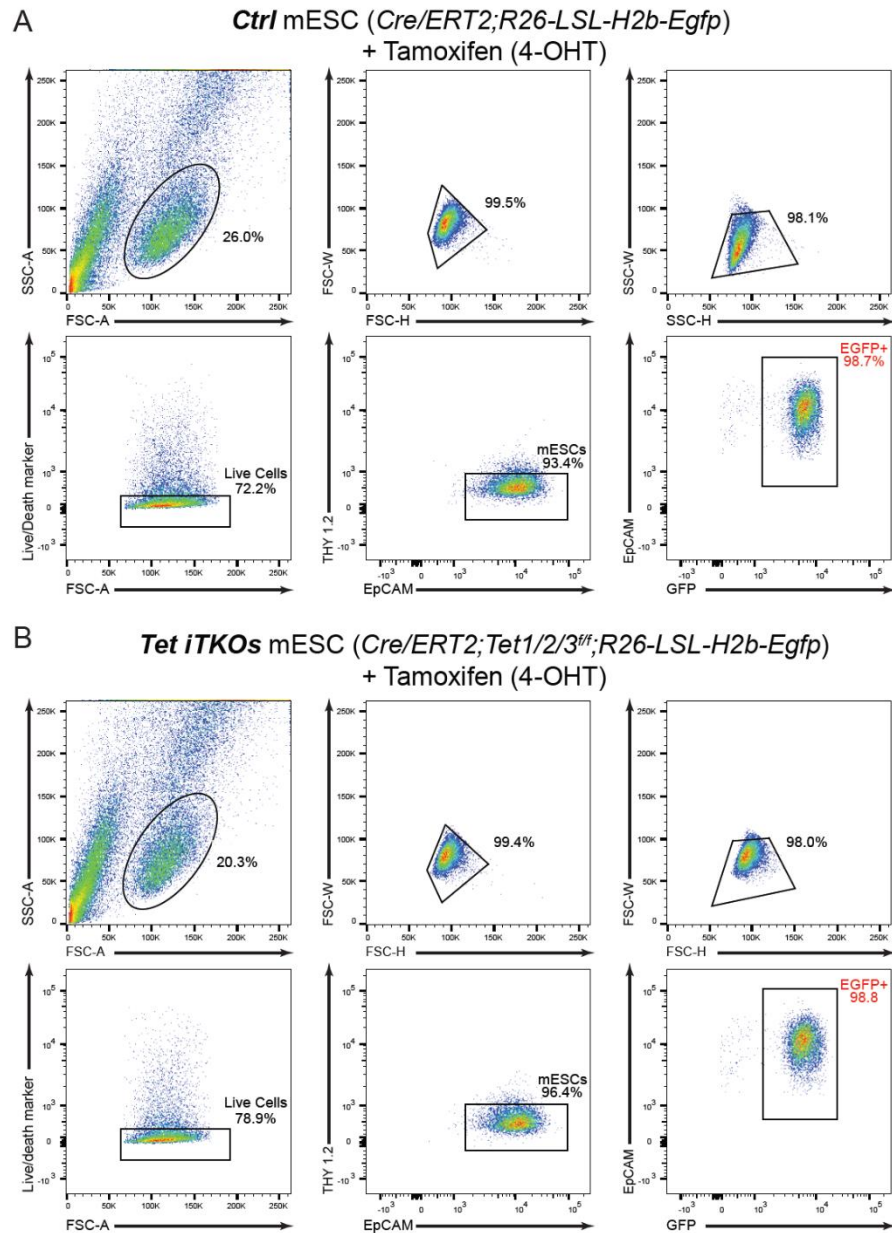

**Supplementary Figure 1: Fluorescence activated cell sorting (FACS) analysis of *Ctrl* and *Tet iTKO* mESC populations.** Live single cells gated using Live/Dead staining show low levels of the MEF marker CD90.2 (THY1.2) and high levels of the ESC marker CD326 (EpCAM). Activation of the Cre/ERT2 system after Tamoxifen treatment was detected by the expression of the H2b-EGFP reporter (GFP) contained in the *Rosa26* locus. Both *Ctrl* (A) and *Tet iTKO* (B) mESC populations were >98% EGFP<sup>+</sup> after treatment with 4-OHT. The EGFP<sup>+</sup> cells were sorted and used for further analysis of *Ctrl* and *Tet iTKO* mESC samples.

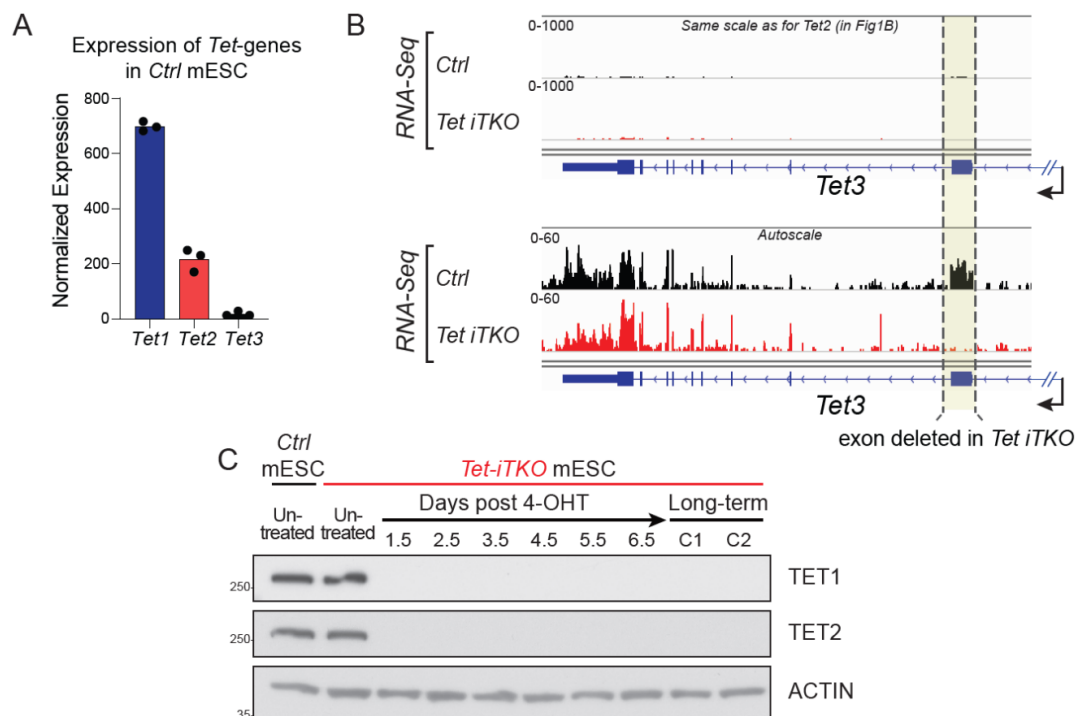

**Supplementary Figure 2: TET protein levels are rapidly and efficiently decreased after tamoxifen treatment of *Tet iTKO* mESC.** (A) Normalized expression of *Tet1*, *Tet2* and *Tet3* genes in *Ctrl* mESC, showing insignificant expression of *Tet3*. (B) *Top*, *Tet3* is poorly expressed in both *Ctrl* and *Tet iTKO* mESC after tamoxifen treatment (plotted on the same scale as for *Tet2* in Fig. 1B); *bottom*, *Tet3* expression plotted on an expanded scale (1-60 instead of 1-1000 in Fig. 1B) to show efficient deletion of the targeted region of *Tet3* (highlighted in yellow) in *Tet iTKO* compared to *Ctrl* mESC. (C) Western blot analysis showing rapid loss of TET1 and TET2 proteins after tamoxifen treatment. *Ctrl* mESC as well as untreated *Tet iTKO* mESC were included as controls. *Tet iTKO* mESC were collected at the indicated times (1.5 to 6.5 days after withdrawal of 4-OHT). Two clones of long-term *Tet iTKO* mESC were also included (indicated as C1 and C2). ACTIN was used as loading control.

low coverage WGS from bulk mESC populations

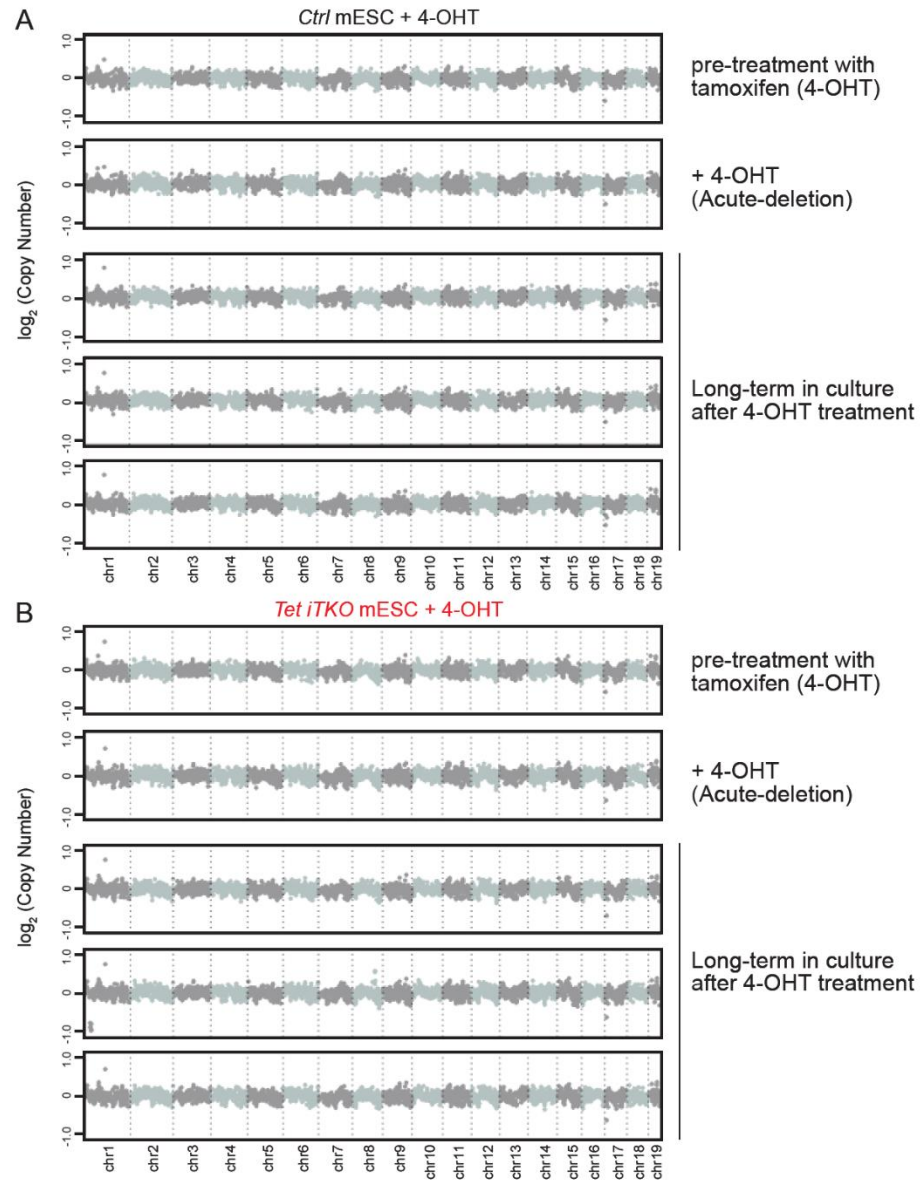

**Supplementary Figure 3: Apparent euploid karyotype of bulk *Tet iTKO* mESC populations.** Data from low coverage Whole-Genome Sequencing (WGS) of **A**, bulk *Ctrl* and **B**, bulk acutely-deleted *Tet iTKO* 6.5 days after 4-OHT treatment. Each dot represents a 500 kb window. As shown in this study, single-cell analysis (by metaphase spreads) is needed to detect the stochastic appearance of aneuploidies.

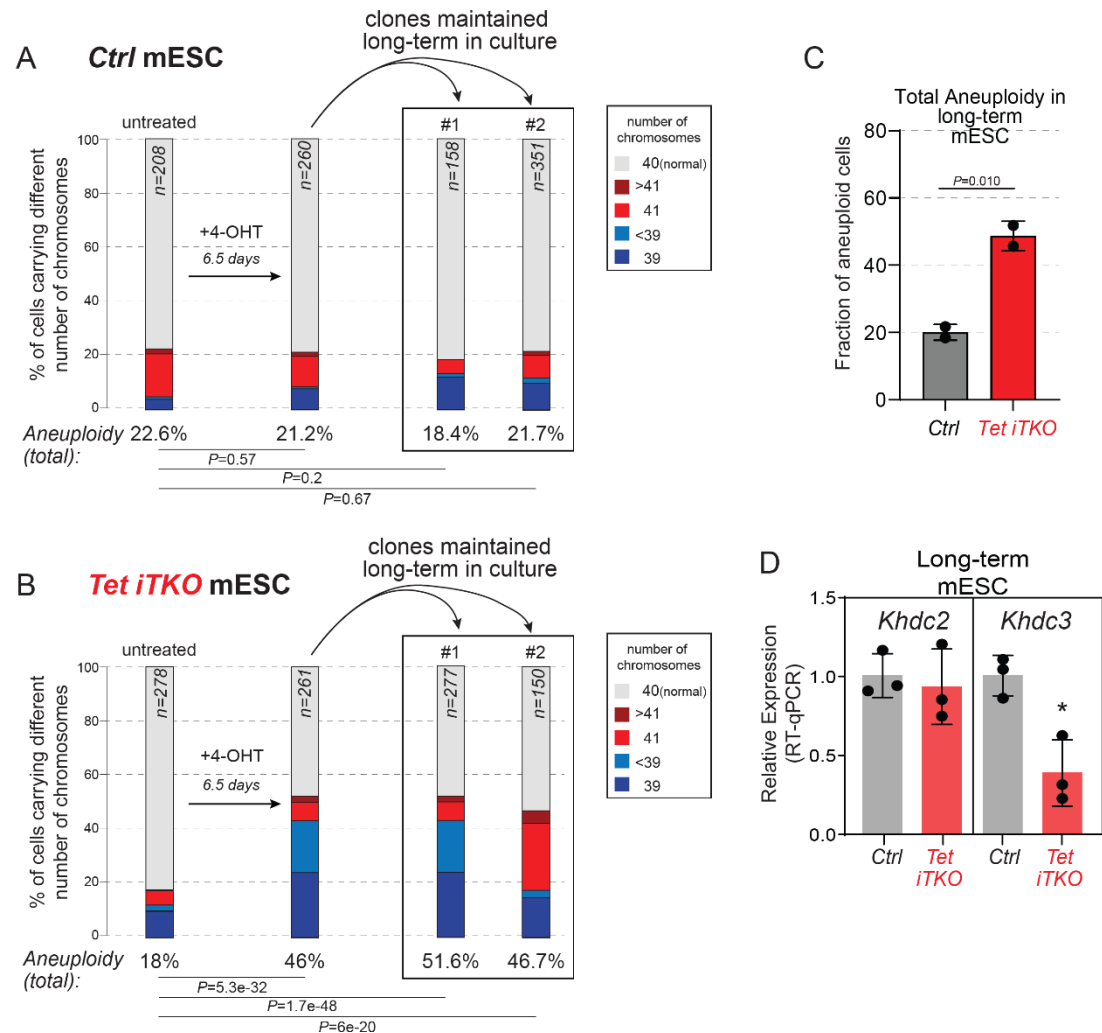

**Supplementary Figure 4. TET-deficient mESC maintained for long periods in culture still display aneuploidy.** *Ctrl* (A) and *Tet Tfl* (B) mESC lines were treated with 4-OHT for 2.5 days, then sorted using fluorescence-activated cell sorting (FACS) for GFP<sup>+</sup> cells on day 6.5 to derive clonal mESC populations. The clones derived after sorting were maintained for an additional 50 days in culture (>80 cell divisions equivalent to >15 Passages) in the absence of 4-OHT, and aneuploidy was assessed by metaphase spreads in bulk cultures of the parental unstimulated and 4-OHT-treated *Ctrl* and *Tet iTKO* mESC (left) as well as in two clones derived from each *Ctrl* and *Tet iTKO* culture (right). The increase in aneuploidy seen after acute *Tet* gene deletion was maintained in long-term culture. Chi-square test was performed, and the calculated p-values are included for each indicated comparison. (C) Bar graph +/- standard error summarizing the data from cells treated with 4-OHT in A and B that were maintained in long-term culture (n=2). Statistical differences between two combined *Ctrl* mESC populations (*Ctrl* mESC #1 and #2) and two *Tet iTKO* mESC populations (*Tet iTKO* mESC #1 and #2) were evaluated using Chi-square test. (D) Relative mRNA expression of *Khdc2* and *Khdc3* in long-term cultured *Ctrl* (gray) and *Tet iTKO* (red) mESC. Note that only *Khdc3* remains repressed after long-term culture of *Tet iTKO* mESC, whereas expression of *Khdc2* returns to normal levels (n=3). Bar graphs represent the mean +/- standard deviation. Statistical analysis was performed using unpaired t-test (\*<0.05).

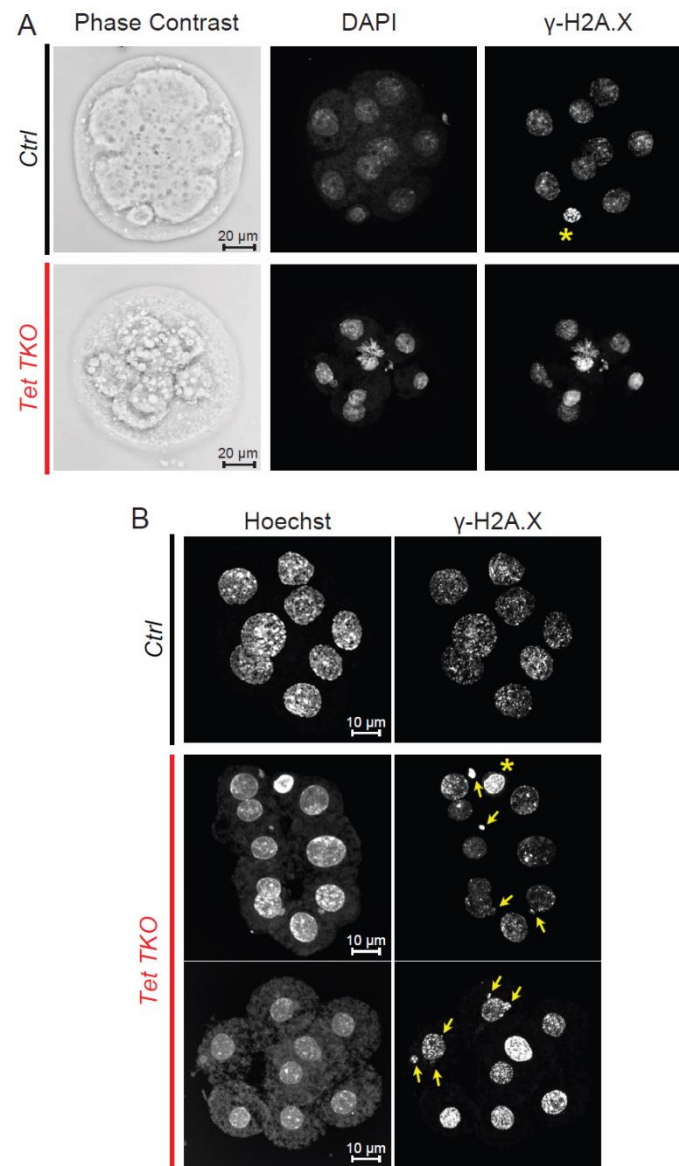

**Supplementary Figure 5: Immunofluorescent and phase contrast images of *Ctrl* and *Tet TKO* embryos.** (A) Phase contrast images (*left*) from the same *Ctrl* and *Tet TKO* embryos shown in Fig. 2F were supplemented to the immunofluorescent staining of DAPI (*middle*) and  $\gamma$ -H2A.X (*right*) staining in grayscale. (B) An independent group of embryos was analyzed by confocal microscopy (Airyscan) using Hoechst (*left*) and  $\gamma$ -H2A.X (*right*) staining. Yellow arrows and asterisks highlight micronuclei and polar bodies respectively.

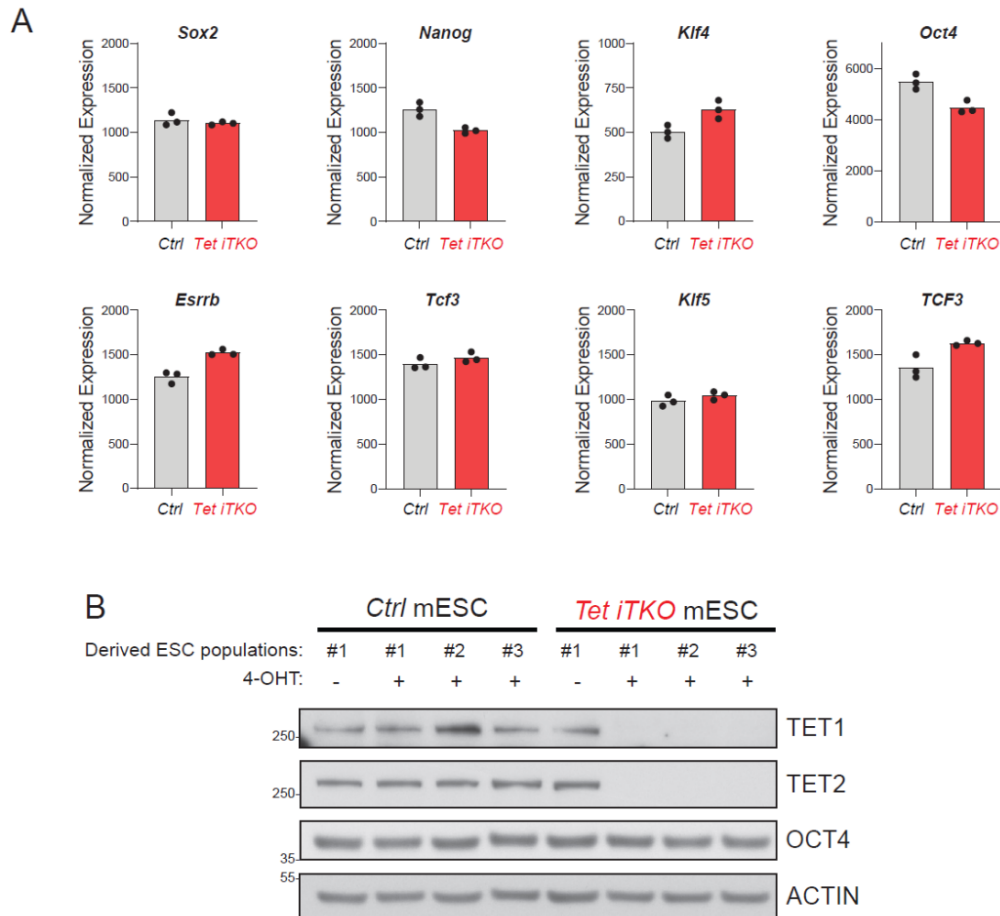

**Supplementary Figure 6: Acute *Tet*-deletion in mESC does not significantly affect the expression of genes related to pluripotency or stem cell maintenance.** (A) Normalized expression of genes related to pluripotency (*top*) and stem cell maintenance (*bottom*) from mRNA-seq (*this study*). (B) Western blot analyses of three different mESC populations derived from three different embryos show consistent effective depletion of TET1 and TET2 proteins after tamoxifen treatment as well as unaltered levels of the pluripotency marker OCT4 in all populations. ACTIN was used as the loading control.

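The genes *Sox2*, *Klf5* and *Tcf3*, also shown in Supplementary Fig. 6A, were measured in the same 3 *Ctrl* and 3 *Tet iTKO* lines at day 6.5. *Tcf3* here is ENSMUSG00000020167.8 on chromosome 10, matched by its symbol. Whether this gene serves as a marker of pluripotency was not examined. *Sox2* had 1143 ± 71.8 (SD, n = 3) in *Ctrl* and 1104 ± 17.5 (SD, n = 3) in *Tet iTKO* mESC, a log2 fold change of -0.05 (limma adjusted p = 0.6). *Klf5* had 984 ± 62.1 (SD, n = 3) and 1046 ± 46.4 (SD, n = 3), a log2 fold change of 0.09 (limma adjusted p = 0.33). Neither gene passed an adjusted p of 0.05 in limma. *Tcf3* rose from 1356 ± 131 (SD, n = 3) to 1633 ± 27.7 (SD, n = 3), a log2 fold change of 0.27 (limma adjusted p = 0.00079), and after correction for GC content and transcript length its log2 fold change was -0.05 (limma adjusted p = 0.58).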

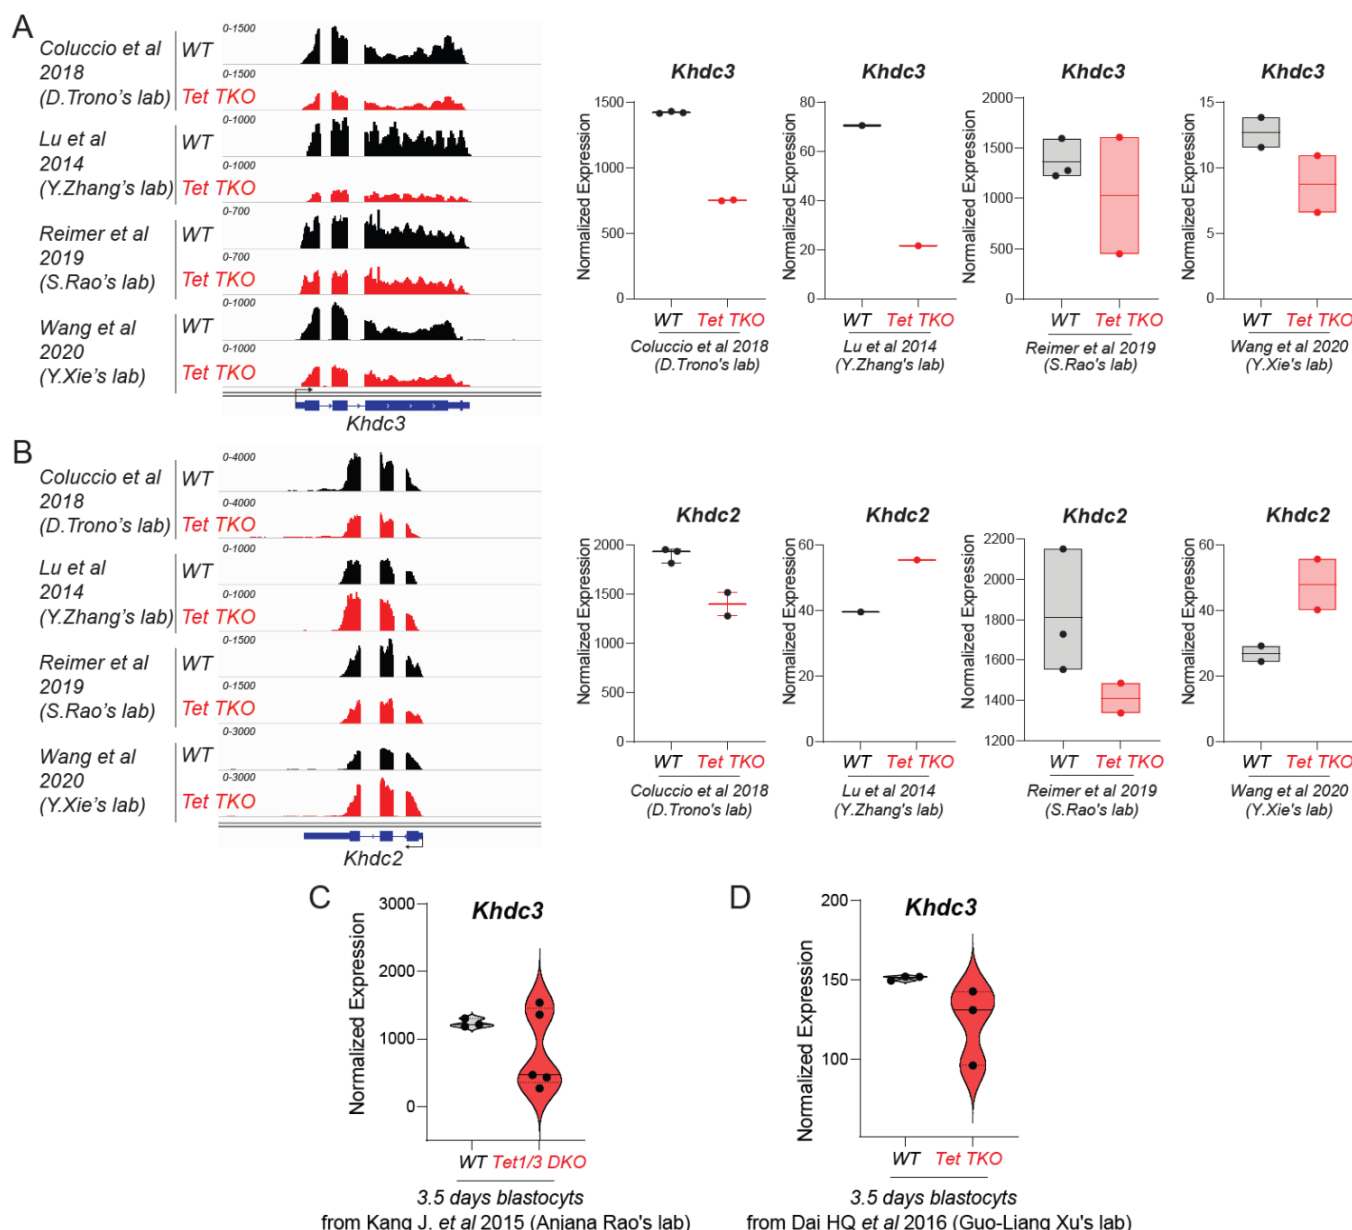

**Supplementary Figure 7: TET proteins are required to sustain the normal expression of *Khdc3* in mESC and early embryos.** **A, B**, Expression of *Khdc3* (**A**) and *Khdc2* (**B**) in constitutive *Tet* triple KO (*Tet TKO*) mESC compared to *WT*. *Left*, Genome browser views of the *Khdc3* and *Khdc2* genes taken from four published studies [51, 59-61]. *Right*, Normalized expression of *Khdc3* and *Khdc2* in each study compared to their corresponding controls (*WT*). The number of samples from each study were (from *left to right*) 5, 2, 5 and 4. Bar graphs represent the mean +/- standard deviation. **(C)** Transcriptomes from five *Tet1/3* DKO blastocysts (3.5 days) were analyzed and compared to three wildtype (*WT*) blastocysts [35]. 3 of 5 *Tet1/3* DKO blastocytes failed to maintain normal levels of *Khdc3*. **(D)** Three blastocysts lacking all TET enzymes (*Tet TKO*) [49] were compared to the same number of control (*WT*) blastocysts. All *Tet TKO* blastocysts have reduced levels of *Khdc3* compared to their controls.

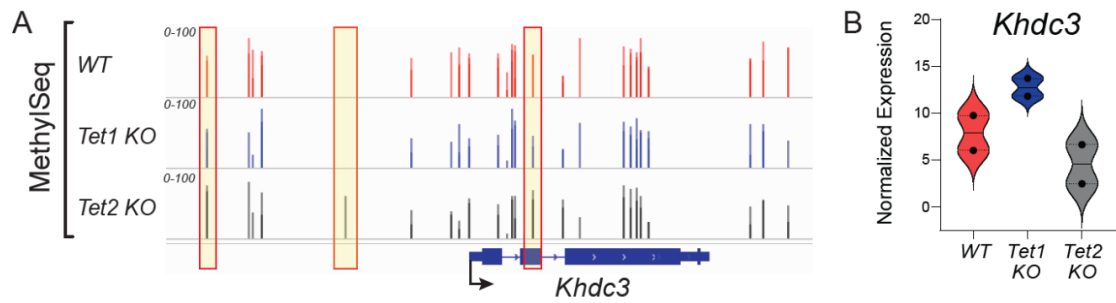

**Supplementary Figure 8: TET2 maintains DNA demethylation at the *Khdc3* promoter. (A)** Genome browser view of the *Khdc3*-loci in mESC. The DNA methylation states of *WT* (red), *Tet1* KO (blue) or *Tet2* KO (black) mESC were determined by WGBS [102]. **(B)** The mRNA expression level of *Khdc3* in the same mESC lines was determined by RNA-seq. Note that *Khdc3* is down-regulated in *Tet2* KO but not *Tet1* KO mESC compared to *WT*.

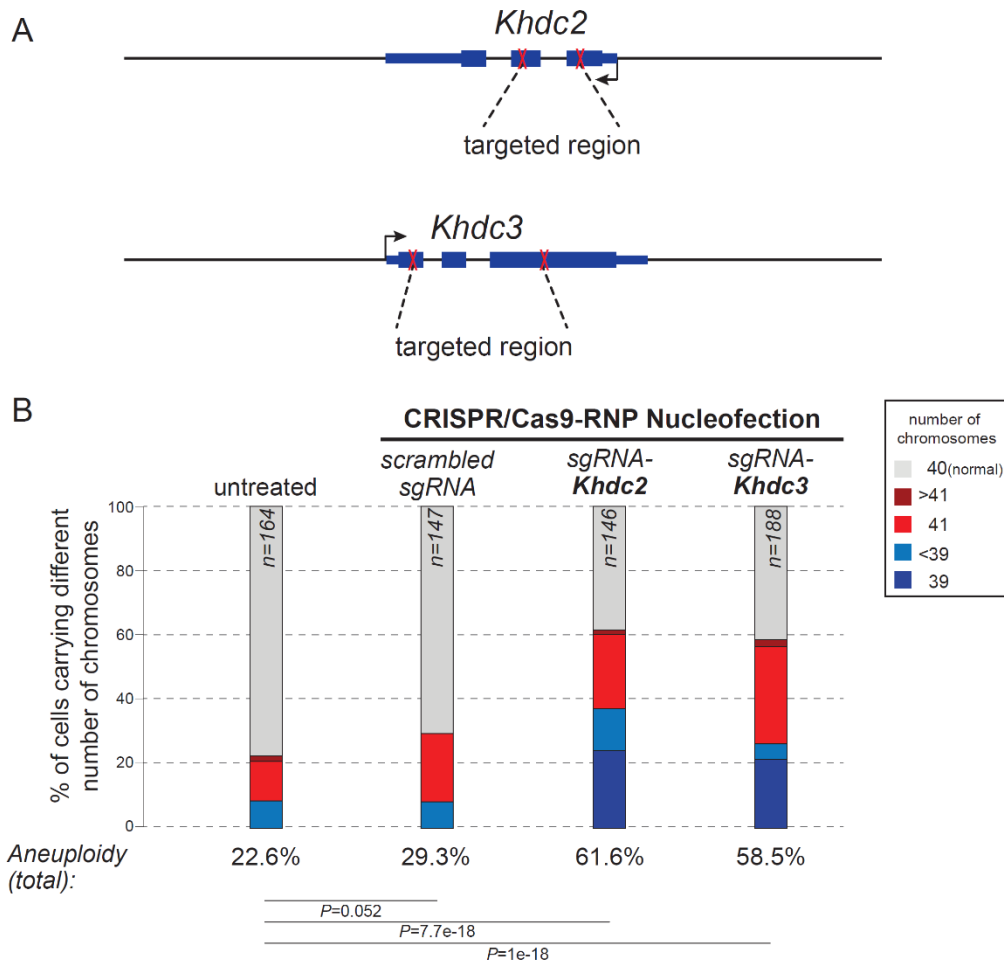

**Supplementary Figure 9: Disruption of the *Khdc2* or *Khdc3* genes increase the emergence of aneuploidies in mESC.** **A**, Schematic representation CRISPR/Cas9-mediated editing of targeted regions depicted in red within *Khdc2* and *Khdc3* exons using two single guide RNAs (sgRNAs) per gene. CRISPR/Cas9-RNP delivery by nucleofection into mESC led to highly efficient *Khdc2* and *Khdc3* gene disruption. Editing of targeted regions in the *Khdc2* and *Khdc3* genes was confirmed by Sanger sequencing. **B**, Metaphase Spreads analyses of *Khdc2*-KO (sgRNA-*Khdc2*) and *Khdc3*-KO (sgRNA-*Khdc3*) mESC were performed as in Figures 2 and 5. For controls, non-nucleofected mESC (untreated) as well as nucleofected mESC with an Universal Non-Targeting Control sgRNA (scrambled sgRNA) were also included. The number of counted cells is indicated in each case. Statistical differences were calculated relative to untreated *Ctrl* mESC using the Chi-square test (p-values are indicated for each comparison).

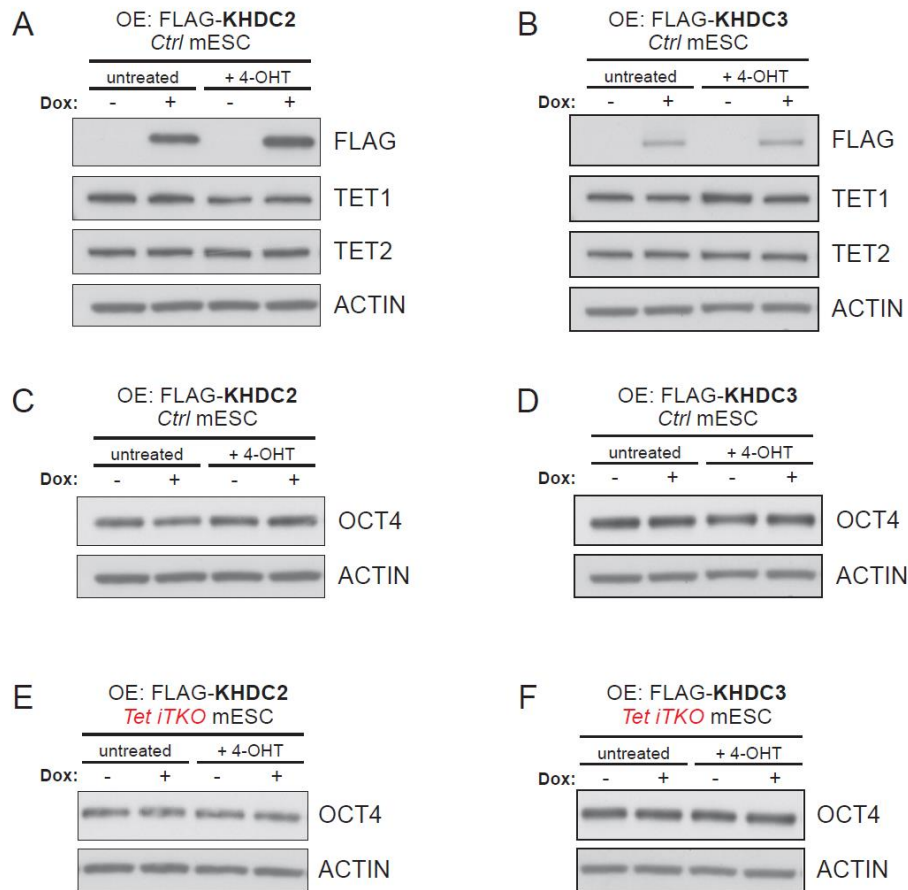

**Supplementary Figure 10: Expression of epitope-tagged Flag-KHDC2 and Flag-KHDC3 proteins in *Ctrl* and *Tet iTKO* mESC does not affect TET1, TET2, nor OCT4 expression.** Western blots of *Ctrl* mESC carrying the doxycycline (Dox) inducible system presented in Figure 5 to overexpress (A) Flag-KHDC2 or (B) Flag-KHDC3. Levels of TET1 and TET2 remain unaltered in the *Ctrl* mESC after tamoxifen-treatment, as expected. Western blot analyses for the pluripotency marker OCT4 in *Ctrl* (C-D) or *Tet iTKO* (E-F) mESC carrying the inducible systems to overexpress KHDC2 or KHDC3. OCT4 protein levels were unchanged. In all panels, ACTIN was used as loading control.

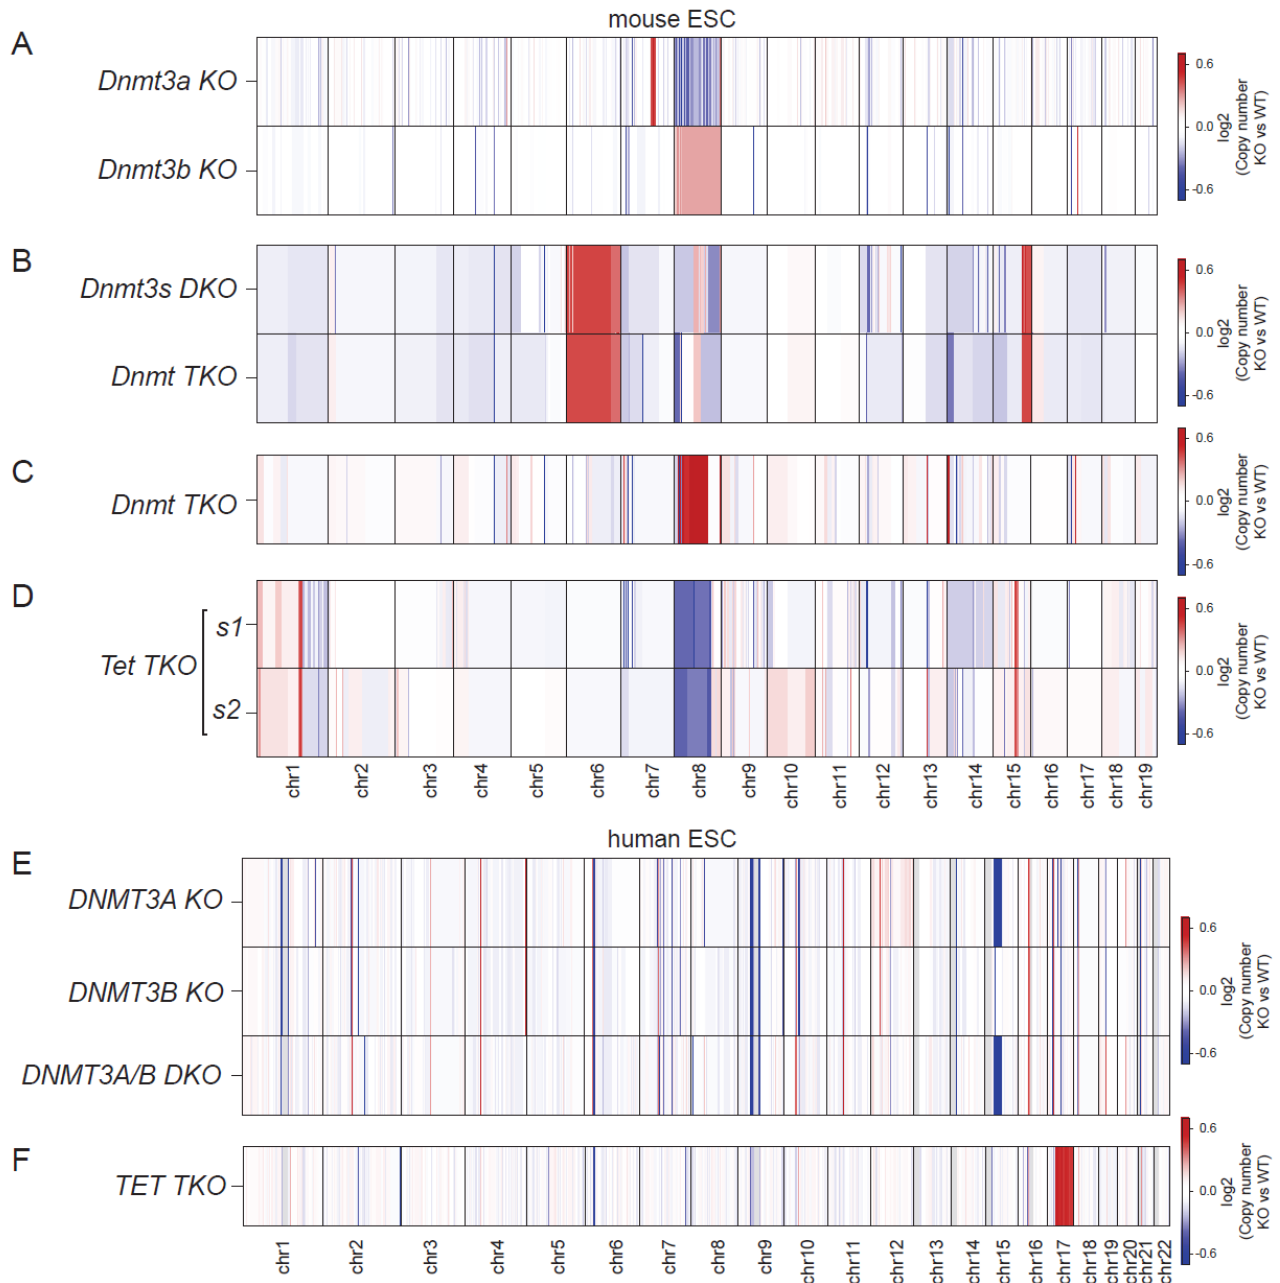

**Supplementary Figure 12: Disruption of *Tet* and *Dnmt* genes results in aneuploidies in mESC.** Whole Genome Bisulfite Sequencing (WGBS) data from different mESC lines carrying single (A) [71], double or triple (B) [72] *Dnmt* gene knockouts were used to analyze gains (red) and losses (blue) of chromosomal regions compared to their parental *wild-type* mESC cell lines. (C) The *Dnmt* TKO mESC line used in this study (shown in Fig1) also showed aneuploidies. (D) Two replicates from constitutive *Tet* TKO models [61] were also analyzed using high coverage WGBS datasets and compared against their parental lines. (E) human ESC samples lacking *DNMT3A*, *DNMT3B* or both genes [103] were analyzed using similar strategies. Single *DNMT3A* (but not *DNMT3B*) deletion generated a copy number change in chromosome 15 that was also detected in *DNMT3A/B* DKO hESCs. (F) High coverage WGBS samples from constitutive human *TET* TKO ESCs [67] revealed the persistent appearance of aneuploidies also in human TET-deficient cells.

# Supplementary material for: Acute deletion of TET enzymes results in aneuploidy in mouse embryonic stem cells through decreased expression of Khdc3
**Source:** Nat Commun. 2022 Oct 20;13:6230. doi: 10.1038/s41467-022-33742-7
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Aug 23, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For Flow Cytometry, the data was collected using BD FACSDiva software (version 8.0.2) on BD LSR II, LSR Fortessa. For Fluorescence Live-Cell Imaging, we used the Confocal Quantitative Image Cytometer CQ1 benchtop high-content analysis system (Yokogawa). For Immunocytochemistry, we used Airyscan microscope with Zeiss ZEN software.

#### Data analysis

Flow Cytometry: All data was analyzed using Flow Jo software (TreeStar, version 9.7.6 and 10.3.0).  
 Graphs and statistics: GraphPad Prism Version 9 was used to plot graphs, mean with standard deviation was shown on each graph. The statistical significance was performed using two-tailed unpaired student's  $t$  test.  
 For RNA-seq analysis, reads were aligned using STAR (Dobin et al 2013) with the parameters `--outFilterMultimapNmax 1, --outSAMtype BAM SortedByCoordinate --sjdbOverhang 100`. HT-Seq (Anders, S. et al 2015) was used to quantify the gene expression levels using the options `htseq-count -s yes, -r pos, -a 10`. Normalization and differential expression analyses were performed using DESeq2 (Love M. et al 2014), with the parameters `fitType parametric, alpha 0.05` and using the Benjamini & Hochberg method. For visualization of the data, we generated tracks using Deeptools (Ramírez, F. et al 2014), with the option `bamCoverage`. All related plots were made using R-Studio (Team, R. C. 2013) and Integrative Genome Viewer (IGV) (Thorvaldsdóttir, H. et al 2013).  
 For ChIP-Seq analyses of published datasets (Gene Expression Omnibus (GEO)), we used Bowtie (Langmead et al 2009, 19261174) and Deeptools with the option `bamCoverage`. For analyses of DNA methylation, we analyzed Whole Genome Bisulfate sequencing (WGBS) samples from the GEO database using Bismark (Krueger, F. et al 2011) and bedGraphToBigWig for tracks generation.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Our RNA-seq data is available with the following accession number: GSE191045

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was determined by previous studies or pilot studies. No statistical test was performed to predetermine sample size. All experiments were performed using 3 mESC populations (different biological replicates, from 3 different embryos) for each genotype. For metaphase spreads, more than 7000 cells were counted in total, with an average of 255 cells per experiment. All experiments were repeated at least 3 times unless is indicated in the figure legends.

Data exclusions

No data was excluded from the analysis

Replication

All data were successfully reproduced with replicates for each experiment.

Randomization

Experimental groups were chosen based on genotypes, and treatments (tamoxifen treatments). All animals selected for processing, imaging, and analysis were randomly chosen with no bias. Sex and age matched animals were used for experimental and control groups. All derived mESC (from 3 different embryos for each genotype) were used without bias.

Blinding

The experiments were not blinded, with the exception of metaphase spread analyses, where the observers were blinded about the group designations.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Brilliant Violet 510™ anti-mouse CD90.2 (Thy-1.2) Antibody (BioLegend, 140319; dilution 1:250); Brilliant Violet 605™ anti-mouse CD326 (Ep-CAM) Antibody (BioLegend, 118227; dilution 1:250); anti-Tet1 (Millipore-Sigma 09-872; dilution 1:4000); anti-Tet2 (Abcam, ab124297; dilution 1:4000); β-Actin (13E5) Rabbit mAb (HRP Conjugate) (Cell Signaling, 5125S; dilution 1:10000); anti-5hmC (Active Motif, 39769; dilution 1:1000). anti-Flag M2 (Millipore-Sigma, F3165; dilution 3000). |
| Validation      | For Tet-antibodies we validated them using our own Knock-out system.<br>All other used on this study are commercially available and validated from their companies. Validation was based on data sheets provided by manufacturers and was also confirmed in the literature. Any information about the validation performed by the manufacturer can be downloaded in the manufacturers' websites.                                                                                              |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                 |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | mESC were directly derived from mice; Lenti-XTM 293T cell line (Takara, 632180)                                                                                                 |
| Authentication                                                       | mESC were characterized by morphology, genotyping (PCR), colony formation, expression of pluripotency markers (RT-PCR and RNA-seq), self-renewal and differentiation potential. |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.                                                                                                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | CreERT2; Rosa26-H2B-EgfpLSL mice, where LSL denotes the loxP-STOP-loxP cassette that permits expression of the floxed exons or the reporter gene only after excision by the Cre recombinase, we crossed B6.Cg-Tg(UBC-cre/ERT2)1Ejb/J mice (Jackson Laboratory, #008085), harboring the CreERT2 fusion gene under control of the human ubiquitin C (UBC) promoter, with Gt(ROSA)26Sor<tm1Ytchn>/J (Jackson Laboratory, #021847) mice containing a CRE-recombinase inducible dual reporter construct in which H2b-Egfp and GPI-mCherry transgenes were inserted into the Gt(ROSA)26Sor locus downstream of a loxP-flanked STOP fragment. The Tet-triple floxed (Tet Tfl) mouse strain (CreERT2; Tet1fl/fl; Tet2fl/fl; Tet3fl/fl; Gt(ROSA)26Sor<tm1Ytchn>/Jwt/ki) harbours CreERT2 and H2b-Egfp; GPI-mCherry transgenes, as well as the floxed alleles for all three Tet genes.<br>All mice were on the B6 background and maintained in a specific pathogen-free animal facility in the La Jolla Institute for Immunology. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee of the La Jolla Institute for Immunology and were conducted in accordance with institutional guidelines. |
| Wild animals            | no wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | Sex of the animals was not considered in the experimental design.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | no field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | Mice were housed in a pathogen-free animal facility at the La Jolla Institute for Immunology and were used according to protocols approved by the Institutional Animal Care and Use Committee (IACUC).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

mESCs plated on inactivated MEFs were treated with 4-hydroxytamoxifen (4-OHT) for 2 days and after 1.5 days of growth in SRES without 4-OHT, H2B-EGFP+ mESCs, resulting from a successful CreERT2-mediated recombination that occurred during 4-OHT treatment, were sorted by FACS (Fluorescence-Activated Cell Sorting).

Instrument

The cell sorting was done using BD FACS Aria; flow cytometry analysis was done using BD LSR II and Fortessa.

Software

The data were collected using FACS Diva software and analyzed using FlowJo Software (Version 9.7.6 and version 10.3.0)

Cell population abundance

The samples used for RNA-seq library construction were sorted and the purity is >99% determined by post-sort flow cytometry analysis; the purity of samples purified using dynabeads is >98-98.5% determined by flow cytometry analysis.

Gating strategy

Live/Dead dye and Thy1.2 negative, CD326+EGFP+ population representing the mESCs populations responsive to the tamoxifen treatment.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

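RNA from 6 mouse embryonic stem cell lines, 3 *Ctrl* and 3 *Tet iTKO*, each from a different embryo, was measured at day 6.5 after the start of 4-OHT treatment. The authors made Smart-Seq2 libraries, aligned the paired reads of 50 bases with STAR, keeping unique alignments, counted reads per gene with HT-Seq and divided them by the DESeq2 size factor of each library. The deposited values are in the unit score, since they are these normalized counts after rounding to whole numbers and not read counts. Each library lists 22380 gene identifiers. The GENCODE M21 annotation of GRCm38 paired 20775 of them with a symbol, a length and a GC content, and the other 1605 had no symbol. The paper's text does not name the build or annotation used for the RNA-Seq reads.

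Normalized counts summed to between 3964824 and 4219665 per library. The reads behind them were estimated from the size factor, which shows in the whole numbers that rounding skips or doubles. On simulated libraries, 20 of 20 randomly drawn size factors were recovered within 1%, but only 3 of 5 round ones, for which multiples fall midway between whole numbers. The estimates ran from 3.66 M to 5.10 M reads on genes. A value of 3 normalized counts was taken as the smallest that this depth can show. PCR reads without molecular identifiers are not independent molecules, so such floors cover counting error only.

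Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of variance on expression) on log2(normalized count + 1), for genes with a mean of at least 10, with Benjamini-Hochberg adjustment. These choices, the 6 gene lists, the rule for naming genes and all but 2 of the alternatives were fixed before the data were examined. Genes counted as changed at an adjusted p under 0.05, with and without a log2 fold change of 1 or more in size. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01. Single values and ratios of genes were compared with exact two-sided permutation tests, whose smallest p is 0.1 for 3 lines against 3. Tables were handled in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. The genes named are those the paper names for these data, those of the lists, those within 200 kb of *Khdc3*, and the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 50 and groups that do not overlap. The Y-linked genes other than the sex markers, their X-linked homologs, *Rpl39*, *Rpl10* and the genes on opposite strands were chosen after their values were seen. *Rpl10l* belongs to the germline list, which was fixed before, but it was set beside *Rpl39l* after its values were seen.

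The test was tried on simulated data of the same size. Of 200 genes given a change, 198 passed both thresholds, with 5 unchanged genes passing among 10527 tested. With a trend on GC content and length added to the simulation, 195 passed and 23 unchanged genes did, and after correction these numbers were 198 and 5. By adjusted p alone, 374 unchanged genes passed with the trend, 16 without it and 16 with the trend after correction. Every simulated change lay beyond the fold threshold and all genes had the same dispersion, so recovery of smaller changes was not tested. The added trend was the same in each simulated *Tet iTKO* library. Its Spearman coefficient with GC content was 0.50 among unchanged genes, against 0.258 in the data. The correction fitted, in each library, the deviations from the gene mean on transcript GC content and log2 length by loess (span 0.3) and subtracted the fit. Together with the same correction combined with a block for the replicate number, it was chosen after seeing the data. The other alternatives were pseudocounts of 0.5 and 4, no filter beyond a mean above 0, a mean of at least 50, a rescaling by trimmed means of M values, quantile normalization, eBayes without the trend, a block for the replicate number, a fold threshold of 0.5, an inter-gene correlation estimated from the data, and fits without each line in turn. Tests of DESeq2 and edgeR on read counts were planned but not run, since the values are rounded after normalization. Gene Ontology terms, reads in single exons and the other assays of the paper were not analysed here.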

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

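The GC and length test of the genes below was chosen only after their values were seen, whereas the test of the fibroblast list was not. The paper does not name these 11 genes, although it reports a rise of the *Zscan4* cluster, to which *Zscan4f* belongs, and each was higher in every *Tet iTKO* line than in every *Ctrl* line.

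Among well-expressed genes the rises were a log2 fold change of 3.29 for *Wdfy1*, with 15, 17 and 22 normalized counts in *Ctrl* and 198, 169 and 181 in *Tet iTKO* lines, 2.60 for *Krt8*, the partner of the *Krt18* product in filaments, 2.46 for *Ehbp1l1* and 2.26 for *Tbkbp1* (limma adjusted p of 4.3e-13, 3.2e-08, 9e-09 and 3.9e-09). Bias from GC content and transcript length was tested by the correction for both, after which all 11 genes passed an adjusted p under 0.05 again in limma, with 2.07 for *Ehbp1l1* and 1.86 for *Tbkbp1*. The correction brought only 3 of the 11, these and *Col1a2*, nearer to 0 by at least 1 standard error. It left *Wdfy1* at 3.29 and *Krt8* at 2.56, so passing again is no test of bias for them and the other genes it did not bring down. In sets of tested genes with similar GC content and length, the median log2 fold change lay between -0.347 and 0.458. The flagged genes that the correction did not bring down rose by 1.36 or more. This argues against bias from both properties as the whole source of their rises, although *Zscan4f* and the *Usp17l* genes had few reads in *Ctrl* lines. Depth did not separate the groups, since the median of the estimated reads on genes in *Tet iTKO* over that in *Ctrl* was 1.06 and the ranges overlapped. The number of genes above 0 did separate them, with 13431 to 13539 in *Ctrl* and 14024 to 14363 in *Tet iTKO* libraries. The cause of that difference was not tested, so its effect on genes with few reads cannot be excluded. The share of the 10 most abundant genes differed by 0.18 percentage points. A response to the loss of TET proteins is a candidate explanation of these rises, as a hypothesis.

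*Zscan4f* and 4 *Usp17l* genes, which belong to the list expressed in 2-cell-like cells, had log2 fold changes of 2.83 for *Zscan4f*, 4.25 for *Usp17la*, 3.45 for *Usp17lb*, 2.46 for *Usp17lc* and 5.34 for *Usp17le* (limma adjusted p from 2.2e-09 to 0.0016). The *Ctrl* values of *Usp17la* and *Usp17le* lay at or under 3 counts, so their means were at least 12.4-fold and at least 24.3-fold higher. The authors kept unique alignments, and reads shared between these paralogs were not tested, so the rise of the family cannot be assigned to single copies. A larger share of 2-cell-like cells is a candidate explanation, for which the list of 7 tested genes gave an adjusted p of 8.9e-06 in limma's camera test, and 0.046 with an inter-gene correlation estimated from the data. It is a hypothesis found and tested on the same data.

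The collagen genes *Col1a2* and *Col3a1* rose by 1.17 and 1.36 on the log2 scale (limma adjusted p = 0.00033 and 0.0003). RNA of feeder fibroblasts was weighed as a source with a list of 16 fibroblast genes, of which 8 were tested. The list as a whole did not move together (limma camera adjusted p = 0.79), with 3 of its genes higher and 2 lower at an adjusted p under 0.05. *Col1a1* rose as well, by 0.89 (limma adjusted p = 4.1e-07), and *Fbn1*, below the mean required for the test, had 2, 1 and 2 normalized counts in *Ctrl* and 15, 10 and 6 in *Tet iTKO* lines. Also below that mean, *Dcn*, *Lum* and *Pdgfrb* had lower means in *Tet iTKO* lines and *Col6a3*, *Postn*, *Pdgfra* and *Twist1* higher ones. The groups overlapped for each of these genes, which had few reads. *Lox*, which was tested, changed by -0.29 (limma adjusted p = 0.68). *Thy1*, which encodes the feeder marker CD90, changed by -0.19 (limma adjusted p = 0.69). The genes that fell, *Vim* and *Sparc*, had means of 1058 and 1921 in *Ctrl*, too abundant to read out a small share of feeder RNA. The list test therefore does not exclude feeder RNA as a source of the collagen transcripts. After the correction the changes of the collagen genes were 0.86 and 1.13.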

How the results depend on the processing

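*Khdc3* and *Khdc2* kept their direction and an adjusted p under 0.05 in limma under each alternative that was run. The log2 fold change of *Khdc3* lay between -2.66 and -2.40 and that of *Khdc2* between -0.71 and -0.59 over the planned ones, and the adjusted p ranged from 5e-21 to 0.0053 for *Khdc3* and from 4.6e-08 to 0.01 for *Khdc2*. The correction for GC content and transcript length was added after seeing the data. Tests of DESeq2 and edgeR were not run, since the values are not read counts, and limma takes their place. Of the 16 genes listed in Fig. 3C, 15 were lower with an adjusted p under 0.05 without the trend in eBayes, where *Chmp4c* failed, and with a mean of at least 50, which left out *Hormad2*, and 16 under the other alternatives.

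With a mean of at least 50, 129 genes were higher and 56 lower past both thresholds, all of them among the genes counted with a mean of at least 10, and no other gene counted there had a mean of at least 50. Quantile normalization gave 253 lower genes past both thresholds, with 353 higher. With a fold threshold of 0.5, 1074 genes were higher and 833 lower. Without the trend in eBayes, 1075 were higher and 1217 lower by adjusted p alone. Across the 6 fits that each left out a line, the numbers ranged from 420 to 546 higher and 116 to 138 lower genes past both thresholds. The number of gene lists with an adjusted p under 0.05, 1 as reported, was 0 with a mean of at least 50, where fewer than 3 genes of the 2-cell-like list were left and it was not tested, while the germline list had an unadjusted p of 0.0449 in limma's camera test, and 2 with quantile normalization, where the germline list reached 0.0499 in limma's camera test. In the main fit the germline list had a median log2 fold change of -0.37 (limma camera adjusted p = 0.17). Of its 11 tested genes, 4 were lower and 0 higher at an adjusted p under 0.05. After the correction for GC content and transcript length its median was -0.07 (limma camera adjusted p = 0.86). The 2-cell-like list was lost, and the counts fell, through the genes that the higher mean left out, and the counts at the fold threshold of 0.5 follow from the threshold. For the changes under quantile normalization, without the trend and in the fits without a line, the cause was not tested.

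The median shift of the X chromosome, -0.0953 as reported, was 0.034 after the correction for GC content and transcript length, with or without the block for the replicate number, and ranged from -0.112 to -0.063 in the fits that each left out a line. The shift of the Y chromosome was -0.656 with a mean of at least 50, which left 4 of the 6 genes and dropped *Kdm5d* and *Zfy1*, -1.022 with quantile normalization, and ranged from -0.983 to -0.743 in the fits without a line. For the changes under quantile normalization and in the fits without a line, the cause was not tested.

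Some small changes reversed. After the correction, with or without the block, the log2 fold change was -0.017 for *Tet1*, -0.056 for *Tet2*, 0.084 for *Sox2*, -0.051 for *Tcf3*, -0.076 for *Dnmt1*, -0.17 for *Dnmt3a*, 0.028 for *Rpl39* and 0.097 for *Rpl10*, and the median of the fibroblast list was -0.06. With quantile normalization *Sox2* stood at 0.038 and the fibroblast list at -0.083, and with a mean of at least 50 the p53 target list stood at 0.021, with 16 of its 17 genes left after *Tnfrsf10b* was dropped. In the fits that each left out a line, the ranges were -0.019 to 0.255 for *Tet2*, -0.026 to 0.228 for *Prdm14*, -0.044 to 0.111 for *Lin28a*, -0.084 to 0.002 for *Sox2*, -0.303 to 0.005 for *Pigb*, -0.144 to 0.071 for the p53 target list and -0.073 to 0.339 for the fibroblast list. For the reversals under quantile normalization and in the fits without a line, the cause was not tested. Among 72 named genes other than *Khdc3* and *Khdc2*, 15 lost an adjusted p under 0.05 without the trend in eBayes. Of the pluripotency list, *Pou5f1*, *Nanog*, *Esrrb*, *Klf4* and *Tcf3* were among these 15. With quantile normalization, 3 of the 72 lost it and 1 gained it, and 4 lost it with no filter. With the correction, with or without the block, 6 genes lost it and kept their direction, and between 1 and 4 genes lost it in each of the fits that left out a line.

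Lines with the same replicate number come from different embryos, and their deviations from the group means had correlations of 0.000706, -0.00543 and -0.00314 across genes, so the number carries no pairing in these values. With the block, 518 genes were higher and 139 lower past both thresholds. The depth limits genes with few reads, such as *Tet3*, *Aire* and the *Zscan4* genes, whose fold changes rest on values near the floor of 3 counts in at least a single line or group.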

Differences from the paper's values

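Of 33 values read from the paper's figures, 16 log2 fold changes and 17 mean normalized counts, 0 differed from those computed here. These figures show the same libraries, so the match checks the reading of the data and is no independent test of the results. As an example, the paper's log2 fold change of *Khdc3* is about -2.5 in Fig. 3C, read by eye, against -2.53 here. With quantile normalization, set before the data were examined, *Khdc2* was at -0.59 and *Capns1* at -0.52. The paper's values in Fig. 3C, read by eye, are about -0.66 and about -0.61. Other genes moved as well without being counted as differing. *Hormad2* was at -2.31 and *Pcna* at -0.56, against about -2.0 and about -0.65 in Fig. 3C, read by eye.

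The paper states that *Khdc2* mRNA is more abundant than *Khdc3* mRNA in control mESC. In the *Ctrl* lines, *Khdc2* had more normalized counts than *Khdc3* in 1 of 3. Per kilobase of the longest annotated transcript, its mean was 0.80 times that of *Khdc3*. Which transcripts were present was not determined, and a shorter *Khdc2* transcript would raise its value. These values therefore do not decide which mRNA was more abundant. The paper gives the slight downregulation of *Nlrp4f* as a reason for its focus on *Khdc2* and *Khdc3*, without comparing the sizes. The log2 fold change of *Nlrp4f* was -0.67 against -0.66 for *Khdc2*. The paper describes pluripotency markers as comparable between the groups. Of the 10 genes of the pluripotency list, 5 had a limma adjusted p under 0.05, 3 higher and 2 lower. *Tcf3*, whose place in the list rests on its symbol, was among the 3 higher. The largest log2 fold change was 0.32 in size. Without the trend in eBayes, an alternative set before the data were examined, 0 of the 10 passed (5 at an unadjusted p under 0.05), with a lowest adjusted p of 0.057 in limma, and with quantile normalization 4 passed. After the correction for GC content and transcript length, chosen after seeing the values, 1 of the 10 had an adjusted p under 0.05 in limma. The legend of Fig. 3A gives a log2 fold change of 1 for its marked transcripts, and 10 of the 16 genes of Fig. 3C fell by less.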

Other observations

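Of the tests below, those of sex, *Nnt*, the chromosomes, the p53 targets and the splits for genes past both thresholds were not chosen after the result was seen, and the other tests were.

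The 6 lines can be split into 3 and 3 in 10 ways. The real split parts the 3 pairs of lines with the same replicate number, as do 3 other splits, while the other 6 part a single pair. As many genes past both thresholds were found in 1 of these 4 splits, the real one. The same was true of genes by adjusted p alone (1 of 4), of the genes of Fig. 3C (1 of 4), of gene lists (1 of 4) and of the largest shift of an autosome or the X chromosome (1 of 4). The other 9 splits gave 0 genes, 0 genes of Fig. 3C and 0 lists in limma, and shifts of at most 0.0535 against 0.0953. At an unadjusted p under 0.05 they gave 137 to 234 genes, 0 to 1 genes of Fig. 3C and 0 to 2 lists. With 10 splits a share under 0.05 cannot be reached.

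The log2 fold changes rose with the GC content and length of the transcripts. The deviations of the *Ctrl* libraries had slopes of -0.21, -0.147 and -0.122 per 10 points of GC content, and those of the *Tet iTKO* libraries 0.13, 0.173 and 0.176. The difference between groups was 8.6 times the SD within groups, which bias in library preparation and a change in the cells can both give, so the pattern cannot be told apart from bias of the libraries. Of the genes past both thresholds with a known GC content and length, 73.2% passed again after the correction. For *Khdc3* the log2 fold change was -2.53 before and after it, so passing again is no test of bias for this gene. Genes in its range of GC content (54.8% to 72.8%) and length (383 to 2188 nucleotides) had a median log2 fold change of -0.046. That is far from -2.53, which argues against the trend on both properties as the source of the fall of *Khdc3*. The gene *Gm20509*, which overlaps *Khdc3*, had at most 0 normalized counts, but counting that leaves out shared reads fixes this in advance, so reads of *Khdc3* lost to the overlap cannot be excluded.

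Y-linked transcripts were found in 6 of 6 lines, so the groups did not differ in sex. The *Nnt* gene, partly deleted in C57BL/6J mice, rose by 0.50 on the log2 scale (limma adjusted p = 0.0031), which is too small a difference to tell substrains apart. Chromosomes 1 to 19 and X shifted by between -0.0953 and 0.0541, and none passed 0.2 in every line of a group. The Y chromosome shifted by -0.93, which meets the criterion set for a chromosome lost in most cells. This shift rests on 6 genes, of which 3 had a limma adjusted p under 0.05. The criterion asks only for a shift of 0.2 in every line of a group, so meeting it does not show such a loss. The paper's low-coverage sequencing of bulk DNA at day 6.5 did not detect aneuploidy in either group. The 6 Y-linked genes fell by amounts from -1.18 to -0.29. *Ddx3y* and *Uty* kept 81.8% and 79.7% of their *Ctrl* means, and the others kept between 41.1% and 50.0%. The exact permutation test of this spread over the 10 splits gave p = 0.1, its smallest possible, and so could not have rejected a common loss. It replaced a chi-square approximation whose smaller p had been seen and went against a common loss, since groups of 3 call for an exact test. After the correction the median of the Y-linked genes was -0.82, and it brought 2 of the 6 nearer to 0 by at least 1 standard error. *Eif2s3y* stood at -0.72 and *Uba1y* at -1.05 (limma adjusted p = 4.1e-06 and 0.00043), while *Zfy1* lost its call (limma adjusted p = 0.058). This argues against bias from GC content and length as the whole source of the falls of *Eif2s3y* and *Uba1y*. For the other Y-linked genes such bias cannot be excluded on this ground. Reads shared with the X-linked homologs were weighed by the median change of the homologs, 0.09, which did not reach the rise of 0.2 set for this test. The homologs ranged from -0.40 for *Zfx* to 0.26 for *Ddx3x*, so the median does not speak for each of them. Lower expression of some Y-linked genes, with or without loss of the chromosome in part of the cells, remains a hypothesis. The p53 target list did not shift in a common direction (limma camera adjusted p = 0.93), but 9 of its 17 tested genes had a limma adjusted p under 0.05, 5 higher and 4 lower, with changes from -0.49 to 0.71.

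*Rpl39l*, a retrotransposed copy of a ribosomal protein gene, had 192, 166 and 197 normalized counts in *Ctrl* and 8, 6 and 7 in *Tet iTKO* lines (log2 fold change -4.54, limma adjusted p = 1.7e-14), and *Rpl10l* fell by 1.16. After the correction the smaller fall of the pair was -0.79, and both kept an adjusted p under 0.05. The parental copies *Rpl39* and *Rpl10* also fell before the correction, by 0.52 and 0.38, and stood at 0.03 and 0.10 after it (limma adjusted p = 0.88 and 0.12). Neither parental copy rose at an adjusted p under 0.05 before or after it. Before it, the smaller fall of a copy beyond that of its parental copy was -0.78, so parental reads counted on the copies do not account for the falls.

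Genes whose exons lie inside exons of a gene on the other strand were listed near 0. Of 16 such genes, 12 were at 0 in all lines and 93.8% lay below 10% of what the reads per base of the other gene would give, with a median of 0.0%. *Slirp* was the exception, at 54.4%. The paper states that HT-Seq was set to count by strand. Smart-Seq2 does not keep the strand, and counting by strand would have given these genes about as many reads per base as the other gene. Reads that overlap a pair of genes being left out whatever their strand is a candidate explanation, but the share of 93.8% is the observation that prompted it and does not test it.

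Within 200 kb of *Khdc3*, *Rab27a* and *Rsl24d1* fell by 0.80 and 0.43, *Prtg* rose by 0.97 and *Pigb* changed by -0.185 (limma adjusted p = 0.0079, 0.00022, 0.0019 and 0.63). After the correction *Rsl24d1* stood at -0.11 (limma adjusted p = 0.36). *Nlrp5* and *Nlrp2* were listed at 0 in all 6 lines. Of the genes for DNA methyltransferases, *Dnmt3l* fell by 0.49, while *Dnmt3a*, *Dnmt3b* and *Dnmt1* rose by 0.25, 0.24 and 0.21 (limma adjusted p = 3.8e-06, 0.0012, 0.0003 and 0.0088). After the correction *Dnmt3l* stood at -0.39, *Dnmt3a* at -0.17, *Dnmt3b* at 0.07 and *Dnmt1* at -0.08 (limma adjusted p = 0.00013, 0.03, 0.31 and 0.41). The rises of *Dnmt3a* and *Dnmt1* thus reversed in sign, to a fall at an adjusted p under 0.05 for *Dnmt3a* but not for *Dnmt1*.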
